# eQTL mapping of the 12S globulin cruciferin gene *PGCRURSE5* as a novel candidate associated with starch content in potato tubers

**DOI:** 10.1038/s41598-020-74285-5

**Published:** 2020-10-13

**Authors:** Dorota Sołtys-Kalina, Katarzyna Szajko, Emil Stefańczyk, Paulina Smyda-Dajmund, Jadwiga Śliwka, Waldemar Marczewski

**Keywords:** Genetics, Genomics, Transcriptomics

## Abstract

Tuber starch content (TSC) is a very important trait in potato *(Solanum tuberosum* L.). This study is the first to use expression quantitative trait loci (eQTL) mapping of transcript-derived markers for TSC in potato. Thirty-four differentially expressed genes were selected by comparing the RNA-seq data of contrasting bulked segregants. For the 11 candidate genes, we determined their relative expression levels across the segregating diploid potato population using RT-qPCR. We detected 36 eQTL as candidate genes distributed on all twelve potato chromosomes, and nine of them overlapped with QTL for TSC. Peaks for two eQTL, eAGPaseS-a and ePGRCRURSE5, were close to the corresponding loci of the large subunit of ADP-glucose pyrophosphorylase (*AGPaseS-a*) and the 12S globulin cruciferin gene (*PGCRURSE5*), respectively. The eQTL peaks for *AGPaseS-a* and *PGRCRURSE5* explained 41.0 and 28.3% of the phenotypic variation at the transcript level. We showed the association of the DNA markers for *AGPaseS-a* and *PGRCRURSE5* with QTL for TSC, and significant correlation between the expression level of *PGRCRURSE5* and TSC. We did not observe a significant correlation between the expression level of *AGPaseS-a* and TSC. We concluded that the cruciferin gene *PGRCRURSE5* is a novel candidate involved in the regulation of starch content in potato tubers.

## Introduction

Most agronomic traits of crop plants are affected by multiple loci, the environment and their interactions. Quantitative trait loci (QTL) mapping is a routine approach for studying the genetic architecture of complex traits. It yields information and the approximate genomic positions of the factors controlling a quantitative trait, but it does not identify its molecular basis^1^. Combining QTL analysis with genome-wide expression profiling has been termed expression QTL (eQTL) mapping or genetic genomics and creates great opportunities for dissecting quantitative traits^2^. eQTL data can be used to examine genome-wide gene expression levels and find candidate genes for a trait of interest. eQTL are empirically divided into two classes: *cis* and *trans*. A *cis*-eQTL represent a polymorphism physically located near the gene itself, and *trans*-eQTL reside at locations distant from the genes, frequently on different chromosomes^3^. The identification of genes underlying a trait can be more effective when the bulked sample analysis (BSA) method is applied. In the BSA protocol, plants with contrasting phenotype from a segregating population are pooled and then commonly screened to identify specific markers^4,5^. In potato (*Solanum tuberosum* L.), RNA pools that consist of genotypes based on contrasting phenotypic or marker data were used to select candidate genes for tuber flesh colour and cooking type^6^.

Potato is one of the most important crop plants in the world. Among numerous characteristics that are subject to selection in potato breeding, tuber starch content (TSC) is one of the most agronomically important. The starch content of potato tubers ranges from 10 to 25% of the tuber fresh weight^7^, and starch biosynthesis and breakdown in potato tubers are fairly well characterized metabolic networks^8,9^. Linkage mapping of QTL for specific gravity or TSC has been performed in numerous experimental populations of diploid potatoes^10–12^ in addition to association studies^8,13^.

Several enzymes involved in starch metabolism have been identified and characterized at the biochemical and molecular levels^14,15^. ADP-glucose pyrophosphorylase (AGPase) is the key enzyme in the regulation of starch metabolism content and quality^7,16^. All higher plant AGPases, including potato, are heterotetramers composed of two large and two small subunits^17^. For the large subunit AGPaseS, three loci were identified on potato chromosomes I, IV and VIII and for the small subunit AGPaseB, two loci on chromosomes VII and XII^1,8^. The locus *AGPaseS-a* on chromosome I co-localizes with QTL for tuber starch and/or sugar content^18,19^. In our previous paper, we described 12 QTL for starch content located on seven potato chromosomes in the diploid potato population 12-3. The gene encoding *AGPaseS-a* was localized within the most important QTL on chromosome I that accounted for 15.2% of the variance in tuber starch content^12^.

Recent advances in ‘omics’ technologies have made great progress in phenotypic variations and genotypic diversity for complex traits in plant sciences. The application of RNA-sequencing (RNA-seq) technologies has changed transcriptome analyses and gene expression studies^20^. High-throughput RNA-seq technology was used to identify eQTL associated with diverse biological processes in tomato^21^ and eQTL related to quantitative trait variation in maize^22^ and to identify gene networks involved in *Verticillium dahliae* disease resistance in potato^23^.

Here, we used a combination of BSA, comprehensive transcriptome analysis of differentially expressed genes (DEGs) and QTL/eQTL mapping to confirm possible candidates involved in the regulation of the starch content in potato tubers.

## Materials and methods

### Plant material

The plant material consisted of the potato diploid population 12-3 (F1 progeny, N = 175) from a cross of the seed parent DG 00-683 and the pollen parent DG 08-28/13. In the F1 progeny, the TSC segregated and was estimated from the ratio of tuber weight in air (g) to that in water (g) as described by Lunden^24^. The mean TSC values (percent fresh weight), evaluated in years 2012–2014, for DG 00-683 and DG 08-28/13 were 20.8% (± 3.5) and 11.8% (± 0.1), respectively^12^. In our previous study, we used population 12-3 for DArT map construction and QTL analysis of the TSC and sucrose content in potato leaves^12^. The F1 individuals were grown in three replications in a random pattern and scored for TSC directly after being harvested. Data set of TSC is presented in Supplementary Table S1. Samples (5 g) of tubers harvested in 2014 were collected in three replications per genotype, immediately frozen in liquid nitrogen and stored at − 80 °C.

### Isolation of total RNA

Total RNA was isolated according to the protocol of Chomczyński and Sacchi^25^ using TRIZOL reagent. Briefly, frozen tubers were ground in liquid nitrogen, and 1 g of ground tissues was taken prior to the addition of 4 ml of TRIZOL reagent. After incubation at room temperature and centrifugation, the supernatants were transferred to fresh tubes. The extraction was performed twice in 3 ml of chloroform. The RNA was precipitated 15 min after the addition of 0.6 ml of salt solution (0.8 M sodium citrate and 1.2 M sodium chloride) and 0.6 ml of isopropanol. The RNA concentration and quality were determined using a biophotometer (Eppendorf) at 260 nm, 280 nm and 230 nm. The RNA was used for reverse transcription polymerase chain reaction (RT-PCR) and quantitative real-time PCR (RT-qPCR) experiments.

### Construction of bulk RNA and Illumina sequencing

For the RNA-seq study, the quality and quantity of the total RNA were established using Bioanalyzer 2100 (Agilent). Four bulk RNA samples were constructed, each with two biological replicates. For each RNA bulk sample, equal amounts of total RNA (1 µg) from the tubers of six plants were pooled together. Bulks H1 and H2 consisted of high TSC genotypes, ranging from 19.0 to 23.4%; bulks L1 and L2 were made of low TSC genotypes, ranging from 12.5 to 15.0%. Plants in bulks H1 and L1 strongly expressed *AGPaseS-a*, whereas those in bulks H2 and L2 exhibited low levels; *AGPaseS*-*a* expression was determined as described in^12^. The mRNA was isolated using the NEBNext Poly(A) mRNA magnetic Isolation Module (New England Biolabs, E7490), and cDNA libraries were prepared using the NEBNext Ultra Direction RNA Library Kit for Illumina (New England Biolabs, E7420S). The established cDNA libraries were sequenced on the Illumina HiSeq 4000 sequencing platform (Illumina Inc., San Diego, CA, USA) to generate 100-bp paired-end reads (PE100). RNA-seq reads were conducted by Genomed S.A. (Warsaw, Poland). Quality control (QC) was done using Trimmotatic software (FASTQ-Illumina Phred + 33) for the raw data, which were trimmed by removing all empty and low-quality reads (Q < 30 and length < 50 bp), as well as all adaptor sequences, in order to obtain clean reads. The QC data are shown in Supplementary Table S2. Then, the index of the reference genome (https://www.ncbi.nlm.nih.gov/assembly/GCF_000226075.1) was built using Bowtie v2.1.0, and paired-end clean reads obtained for bulks H and L were aligned to the reference genome using TopHat v2.0.9 (Broad Institute, Boston, MA). Next, HTSeq v0.5.3 was used to count the number of reads mapped to each gene. The DEGs were identified by DESseq package. A comparison of DEGs from bulks H and L is shown in Supplementary Table S3. A scheme of the methodology used in this study is shown in Supplementary Fig. S1.

### Selection of differentially expressed genes

DEGs were identified based on the RNA-seq data by comparing H1 vs. L1 and H2 vs*.* L2, H1 and H2 were control samples. Data from these comparison represents up-regulated and down-regulated genes in bulks L1 and L2. A false discovery rate (FDR) of 0.05 and absolute values of log2 ratios ≥ 1.5 and ≤ − 1.5 for up- and downregulated genes were used as the threshold for determining the significance of gene expression differences. To confirm RNA-seq data and develop the transcript-derived markers, semi-quantitative RT-PCR assays were performed on bulked samples. Reverse transcription was performed using the PrimeScript Master Mix (TaKaRa, no. #RR036A) cDNA synthesis kit, and 2 µg of total RNA was used for each reaction. Semi-quantitative RT-PCR was performed using DreamTaq DNA polymerase (Thermo Fisher Scientific, No. EP0703) and products were visualized in 2% agarose gel with ethidinum bromide. The primer sequences and PCR condition applied in semi-quantitative RT-PCR are presented in Supplementary Table S4.

### Construction of the genetic map with transcript-derived markers

Standard PCR markers were developed using the selected candidate gene sequences. The primer sequences and PCR parameters for amplification of cleaved amplified polymorphic sequence (CAPS) and one sequence characterized amplified region (SCAR) markers are described in Supplementary Table S5. JoinMap 4 software^26^ was used for mapping on the previously constructed DArT map, as described in^12^.

### eQTL mapping

The expression of the ten selected candidate genes and *AGPaseS-a* was examined in the F1 progeny of the 12-3 population by RT-qPCR. SYBR Green PCR Master Mix (Roche, Switzerland) and 96-well plates with a LightCycler 480 II system (Roche, Switzerland) were used. The RT-qPCR was performed as previously described in Śliwka et al*.*^12^. The 1 μl of cDNA corresponding to 50 ng of total RNA was taken for analysis of each sample. Potato α-tubulin was used as the reference gene. Thermal cycling conditions were: 4 min denaturation at 95 °C followed by 55 cycles of 10 s at 90 °C, 20 s at temperature for primer annealing, and 30 s at 72 °C. To confirm amplification of gene-specific products, PCR product melting point was determined in the range of 65–97 °C. The primer sequences and RT-qPCR parameters are shown in Supplementary Table S6. Four technical replicates of the parents and F1 progeny of population 12-3 were performed. Relative expression levels were calculated in Microsoft Excel 2010. *T* tests for ΔΔ*C*t cycle threshold values^27^ and calculation of standard errors of the mean (SE) were performed with Statistica software (Stat Soft Inc.). For eQTL mapping, MapQTL 6 software was utilized^28^, with internal mapping and a logarithm of odds (LOD) ≥ 3.0 as the threshold of significance. The Pearson correlation coefficient (*r*) and the probability value (*p*) were used to display correlations and the significance of differences in expression levels between the candidate genes and TSC. A probability value of *p* < 0.05 was considered to indicate statistical significance.

Additionally, the expression profiles of *PGRCRURSE5* and *AGPaseS-a* were examined in tubers of the parental clones DG 00-683 and DG 08-28/13 at three developmental stages: stage I, the beginning of tuber formation (1 cm diameter tubers); stage II, tuber building, tuber approximately 2 cm diameter; and stage III- tuber maturity. The experiment was carried out in the same way as that for candidate gene expression in the F1 progeny of the 12-3 population.

### Cloning and sequencing of PGCRURSE5 amplicons

PCR-based amplicons 1587 bp in size for the marker PGCRURSE5 were obtained from both parents and purified using a Clean-Up Kit (A&A Biotechnology, Gdynia, Poland) according to the manufacturer’s protocol. The amplicons were blunted using a Fast DNA End Repair Kit (Thermo Fisher Scientific) and cloned into a blunt pCRScript Amp SK cloning vector (Promega, Madison, Wisconsin, USA). *E. coli* Top10 chemocompetent cells were used for transformation, and colonies with inserts of interest were picked and sequenced bidirectionally. Sequencing reactions were performed using the BigDye Terminator v3.1 kit (Life Technologies Polska Ltd., Warsaw, Poland), and products were resolved on an ABI3730XL genetic analyser at the Laboratory of DNA Sequencing and Oligonucleotide Synthesis (Institute of Biochemistry and Biophysics, Polish Academy of Sciences, Warsaw, Poland).

## Results

### Sequencing data, differential expression gene analysis and genetic mapping

A total of eight bulk samples of tuber RNA were analysed by Illumina sequencing. 

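The 8 libraries were 2 replicates, A and B, of each of 4 bulks, and each bulk pooled tuber RNA of 6 plants. Bulks H1 and H2 held plants of high TSC (19.0 to 23.4%) and bulks L1 and L2 plants of low TSC (12.5 to 15.0%). Plants of H1 and L1 expressed *AGPaseS-a* strongly and plants of H2 and L2 weakly. *AGPaseS-a* belongs to ADP-glucose pyrophosphorylase (AGPase), the enzyme that makes ADP-glucose, the substrate of starch synthases. Whether replicates A and B of a bulk pooled the same plants is not given in the sources used here. Poly(A) RNA was made into directional libraries and read from both ends. The authors trimmed the reads with Trimmomatic, aligned them with TopHat to the potato assembly SolTub_3.0, counted reads per annotated gene with HTSeq and deposited the counts without normalization, for 32768 genes. The strand setting of the counting, and its treatment of reads over more than 1 gene, are not given in the sources used here, so counts of near-identical or overlapping genes are uncertain. From these counts, genes with low counts were removed with edgeR's filterByExpr, which left 20389 genes, and the libraries were scaled by the TMM method. A mean was fitted for each of the 4 bulks over all 8 libraries, so that the bulks shared 1 estimate of the spread. Differences were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (FDR). H1 and H2 were the controls, as in the paper, so a positive log2FC means a higher level in the low-TSC bulk. A gene was called a DEG at an FDR under 0.05 and an absolute log2FC of at least 1.5. The paper names the DESeq package for its own comparisons and gives no version. The test, the number of libraries in the fit, shrinkage of the fold changes and the filter on low counts are the choices that could change the number of DEGs. Levels are given as CPM, the counts of a gene scaled to the TMM-adjusted library total.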

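The counts on genes summed to 15293539 and 20344661 in H1 replicates A and B, to 27545656 and 24667778 in those of H2, to 31943185 and 27543719 in those of L1, and to 31554975 and 30395042 in those of L2, with a median of 27544687 over the 8 libraries. These totals, not the numbers of reads, set the precision of the values given here. Per library, the paper's Supplementary Table S2 lists 28655769 to 40560118 sequences after trimming for each of the 2 reads of a pair, taken here as read pairs. They come to 568695946 reads in all, which differs from the total of reads in the paper's text and was not reconciled with it. Of these pairs, 47.8% were counted on genes in H1 replicate A and 71.0 to 79.5% in the other libraries. The number of genes with at least 1 count ranged from 19392 in H1 replicate A to 23188 in H2 replicate A. Across the tested genes, which are not independent replicates, Pearson's correlation of log2(CPM + 2) between replicates A and B was 0.941 in H1, 0.955 in H2, 0.982 in L1 and 0.983 in L2. H1 replicate A was closest to H2 replicate B (0.968). The first principal component held 46.5% of the variance and placed H1 replicate A at -74.7, H2 replicate B at -43.5 and the other libraries between 15.3 and 26.1. This component separated 1 library of H1 and 1 of H2 from the rest, and not high TSC from low TSC. The biological coefficient of variation, the square root of edgeR's common dispersion, was 0.426. It was 0.371 without H1 replicate A or without H1 replicate B, 0.395 without H2 replicate A or without H2 replicate B, and 0.459 to 0.466 without 1 of the L1 or L2 libraries, so the spread between replicates was larger in the high-TSC bulks than in the low-TSC bulks.

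**Figure D1:**
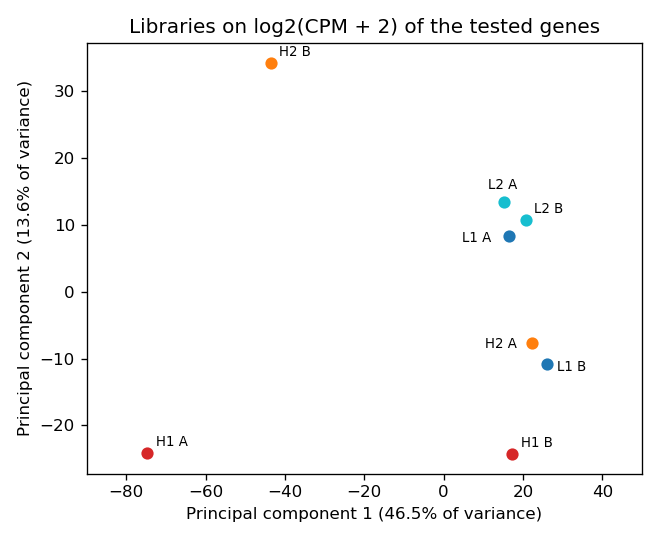
The 8 libraries on the first principal components of log2(CPM + 2) of the tested genes, with the share of the variance on each axis. Each point is a library, coloured by bulk, and H1 replicate A (-74.7) and H2 replicate B (-43.5) lie apart from the other libraries (15.3 to 26.1) on the horizontal axis.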

Altogether, over 497 million reads were generated, with the number of RNA-seq reads per library ranging from 29 to 41 million after filtering impurities (Supplementary Table S2). All raw and processed data have been deposited in the GEO database (GSE153031) under the link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153031.

Two pairwise comparisons were performed. When H1 was compared to L1, ten genes were upregulated and 13 genes were downregulated significantly (*P* value < 0.05 and fold change ≥ 1.5 or ≤  − 1.5). 

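In edgeR, 0 of the 20389 genes passed both thresholds in H1/L1. At an unadjusted p under 0.05 there were 1168 genes, and 457 of them had an absolute log2FC of at least 1.5, with 211 upregulated and 246 downregulated in L1. The lowest FDR was that of *9-DES*, at 0.179 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. On the same counts, DESeq2 without shrinkage called 37 genes in H1/L1 (16 upregulated and 21 downregulated in L1). DESeq2 with a normal prior on the log2FC, fitted to the 4 libraries of H1 and L1 only, called 23 genes (10 upregulated and 13 downregulated). These were the 23 genes that pass the thresholds in the authors' deposited table of this comparison. In edgeR all 23 had an unadjusted p under 0.05, and both L1 libraries lay on the same side of both H1 libraries, which chance gives for 33.3% of unselected genes with 2 libraries against 2. Their direction was that of the authors' deposited table in 23 of 23. None of these counts is independent evidence, because the authors called the 23 genes on the same libraries. The number at an unadjusted p under 0.05 rose when H1 replicate A was left as the only H1 library, without H1 replicate B. It was 5069 without that library and 439 to 1418 with any other library left out. In counts simulated from these libraries with 200 changed genes among the 20389, edgeR called 110 of them (55%) and 6 unchanged genes in H1/L1. DESeq2 called 144 (72%) and 37 unchanged genes. Of the unchanged genes, 4.78% had an unadjusted p under 0.05 in edgeR. Every changed gene was given a log2FC beyond 1.5 in size, and each gene had the same spread in all bulks. No simulated library was set apart as H1 replicate A is in the data. The shares of changed genes called may therefore be too high for these libraries, and they say nothing on smaller changes. The paper took genes past both of its thresholds as the DEGs from which its candidate genes were chosen.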

The corresponding values for H2 *vs.* L2 data were 4 and 7. 

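For H2/L2, edgeR also called 0 genes, with 481 at an unadjusted p under 0.05 and a lowest FDR of 1. Of these, 207 had an absolute log2FC of at least 1.5, with 97 upregulated and 110 downregulated in L2. In the simulated counts, edgeR gave 4.71% of the unchanged genes an unadjusted p under 0.05 in H2/L2. The 481 of 20389 genes are a smaller share, so their number is no sign of changed genes. DESeq2 without shrinkage called 26 genes (9 upregulated and 17 downregulated). The fit with a normal prior on the 4 libraries of H2 and L2 called 6 (2 upregulated and 4 downregulated), all of them among the 11 genes past the thresholds in the authors' deposited table. All 11 had the direction of the authors' deposited table and an unadjusted p under 0.05 in edgeR, and their L2 libraries did not overlap with the H2 libraries, which is again no independent evidence. Without H2 replicate A, 1823 genes had an unadjusted p under 0.05, and with any other library left out 280 to 885. No gene was called in both comparisons by edgeR, 2 genes were called in both by DESeq2, and 30 had an unadjusted p under 0.05 and an absolute log2FC of at least 1.5 in both with the same sign. The comparisons share no library. Across the 20389 genes their log2FCs had a Pearson correlation of 0.28 and a Spearman correlation of 0.369, which fell to 0.109 and 0.064 without H2 replicate B. At an unadjusted p under 0.05 in both comparisons, 105 genes changed in the same direction and 5 in opposite directions, where random draws gave 14.0 and 13.5 on average. The draws treat the comparisons as independent. Both came from 1 fit with a shared estimate of the spread, so the draws are only a rough guide.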

For only 15 candidate genes, differences in transcript-intensities between the bulks were observed using semi-quantitative RT-PCR (data not shown). 

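In edgeR none of the 15 genes reached an FDR under 0.05 over all tested genes, all 15 had an unadjusted p under 0.05, and all 15 passed when adjusted over the list alone (0.000132 to 0.0336). The last count is not independent evidence, because the study chose these genes on the same libraries. Absolute log2FCs lay between 2.09 and 3.91. The fit with a normal prior on the 4 libraries of each comparison called 10 of the 15. *PGCRURSE5* (LOC102601158) lies on scaffold NW_006239031.1 of SolTub_3.0 from 1214745 to 1216222 on the minus strand and encodes a cruciferin, a 12S seed storage globulin. Its level was 16.8 ± 11 CPM in H1 and 113 ± 23.8 CPM in L1 (SD, n = 2 libraries each), a log2FC of 2.74 (standard error 0.701, FDR 0.789 from edgeR's quasi-likelihood test). It was 34 ± 30.5 CPM in H2 and 9.69 ± 0.145 CPM in L2 (SD, n = 2 each), and in H2/L2 it fell by 1.81 on the log2 scale (standard error 0.68, FDR 1 from the same test). The H2 replicates were far apart, at 55.6 CPM in A and 12.4 CPM in B, and without H2 replicate A the log2FC in H2/L2 was -0.35. In H1/L1 *PGCRURSE5* was thus higher in low TSC, while the paper reports a positive correlation of its RT-qPCR level with TSC. The fall in H2/L2 has the direction of that correlation. The difference was not examined here, and the paper's correlation covers the population, not bulks of 6 plants. Another 12S seed storage gene lies on the same scaffold from 1175564 to 1177110, and reads of the pair could have been shared in the counting. *9-DES* (LOC102588225, 9-divinyl ether synthase, scaffold NW_006239476.1, 196 to 1934, at the end of the scaffold) fell from 151 ± 15.6 CPM in H1 to 10.1 ± 0.349 CPM in L1 (SD, n = 2 each), a log2FC of -3.90 (standard error 0.405). It also fell in H2/L2, from 236 ± 54.1 to 62.9 ± 31.2 CPM (SD, n = 2 each), a log2FC of -1.91 (standard error 0.371). Without the filter on low counts, *9-DES* was a DEG of H1/L1 in edgeR (FDR 0.00237). *IRL* (LOC102596717, isoflavone reductase-like, scaffold NW_006238958.1, 454613 to 457497) had a log2FC of -2.30 (standard error 0.453) in H1/L1 and of 1.37 (standard error 0.444) in H2/L2, where it was 0.86 without L2 replicate A. *R1B-23* and *ANR*, which lie on scaffold NW_006239043.1, rose by 3.91 and 3.47 on the log2 scale in H1/L1, from 0.392 and 0.934 CPM in H1. Both were at low levels, and in H2 their replicates A and B differed, at 7.76 and 0.0859 CPM for *R1B-23* and 10.9 and 0.387 CPM for *ANR*. *WAT1* rose by 2.41. *MLP34*, *Unch835* and *Pat3-k1* had log2FCs of -2.95, -3.79 and -2.09. The value of *MLP34* was -0.90 without H1 replicate A, and that of *Unch835* was -2.30 without H1 replicate B. In H2/L2, *SWEET12-like* and *Unch865* had log2FCs of 3.70 and 2.54, and *Unch838*, *GST*, *PI-2* and *ECERIFERUM 3-like* of -3.69, -3.02, -2.88 and -2.35. Without H2 replicate A, *GST* was at -1.60. All 6 genes of H2/L2 and 5 of the 9 genes of H1/L1 had the same sign in the comparison in which they were not selected, *ECERIFERUM 3-like* at -0.08 (standard error 0.438). With each library left out in turn, 3 of these 6 and 2 of these 5 kept that sign.

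**Figure D2:**
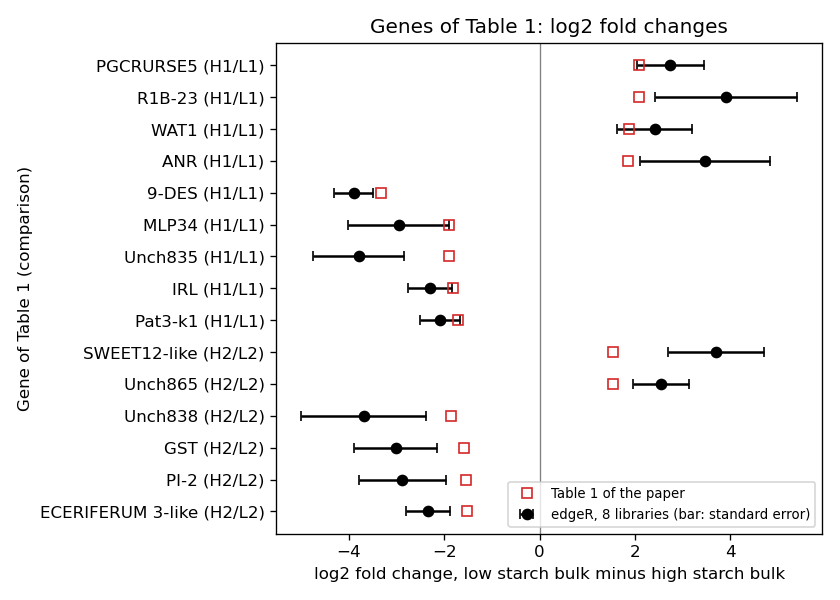
Log2FCs of the 15 genes in their own comparison (horizontal axis, low-TSC bulk minus high-TSC bulk), from edgeR on the 8 libraries with the standard error as a bar (filled circles) and as the paper's Table 1 gives them (open squares). The edgeR values lie between -3.90 and 3.91, and for all 15 genes both values are on the same side of 0. The edgeR values are not shrunken, while the authors' deposited values nearly equal those of a DESeq2 fit with a normal prior, so the sizes are not directly comparable.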

The selected genes are listed in Table 1. DNA markers were developed for eight gene sequences from the comparison of H1 vs. L1 and for the *SWEET12-like* gene from the comparison of H2 vs. L2. The CAPS and SCAR markers were scored in population 12–3 and incorporated into the existing genetic map (Table 2, Supplementary Table S7). The DNA marker AGPaseS-a was mapped in our previous study^12^. Markers for *UnCh865* and *WAT1* were not mapped in population 12-3. The positions of the gene *WAT1* and the uncharacterized gene *UnCh865* were deduced from their positions on the physical map of the reference genome DM1-3 v4.03 and the positions of the closest DArT markers that were common to genetic map 12-3 and the physical reference map (Table 2).

**Table 1:** The list of the DEGs in comparison of the bulks H vs. L, obtained by imposing a hard cut-off (FDR < 0.05; Log2FC ≥ 1.5 or Log2FC ≤ − 1.5).

Locus	Marker	Gene name	log2FC^a^	FDR
**Bulks**^b^				
**H1/L1**				
LOC102601158	PGCRURSE5	Cruciferin PGCRURSE5-like transcript variant X1	2.09	0.0002
LOC102593485	R1B-23	Putative late blight resistance protein homolog R1B-23 transcript variant X2	2.08	0.0046
LOC107057670	WAT1	WAT1-related protein At1g09380-like	1.88	0.0011
LOC102580754	ANR	Anthocyanidin reductase-like	1.86	0.0288
LOC102588225	9-DES	9-Divinyl ether synthase	− 3.32	0.0000
LOC102584283	MLP34	MLP-like protein 34	− 1.90	0.0126
LOC102603835	Unch835	Uncharacterized LOC102603835	− 1.90	0.0250
LOC102596717	IRL	Isoflavone reductase-like protein	− 1.81	0.0020
LOC107059465	Pat3-k1	Probable inactive patatin-3-Kuras 1	− 1.71	0.0023
**H2/L2**				
LOC102591902	SWEET12-like	Bidirectional sugar transporter SWEET12-like	1.54	0.0047
LOC102598865	Unch865	Uncharacterized LOC102598865	1.53	0.0038
LOC107059838	Unch838	Uncharacterized LOC107059838 transcript variant X2	− 1.85	0.0001
LOC102579204	GST	Probable glutathione S-transferase	− 1.58	0.0037
LOC102590434	PI-2	Proteinase inhibitor type-2-like	− 1.55	0.0045
LOC102594285	ECERIFERUM 3-like	Protein ECERIFERUM 3-like transcript variant X2	− 1.53	0.0029

^a^Log2 estimated fold change.

^b^Bulks H1 and H2 were for high tuber starch content genotypes; L1 and L2 were for low tuber starch content genotypes. H1 and L1 indicated high expression of *AGPaseS-a*; H2 and L2 were for its low expression; H1 or H2 were control bulks

**Table 2:** List of DNA markers developed for candidate genes and their effect on their own expression (*cis-*eQTL) and on the starch content (QTL for starch content) in potato tubers of population 12-3.

Marker	Group	Position on genetic map 12-3 (cM)	*cis*-eQTL		QTL for starch content	
			LOD	*R*^*2*^ (%)^a^	LOD	*R*^*2*^ (%)^a^
UnCh835	I	24.4	ns^b^		ns	
PGCRURSE5	I	80.4	11.26	25.9	8.30	18.8
9-DES	I	91.1	ns		8.08	18.4
AGPaseS-a^c^	I	99.6	19.44	40.8	8.13	18.5
IRL	IV	5.9	ns		3.17	7.7
R1B-23	IV	48.0	7.48	18.1	ns	
ANR	IV	70.8	3.10	7.9	ns	
SWEET	V	51.3	nt^f^		ns	
Pat3-k1	VIII	14.6	ns		ns	
UnCh865	VIII	31.8 (pPt-656292)^d^	ns		3.34	8.1
MLP34	IX	7.3	ns		ns	
WAT1	XII	56.1–63.2 (pPt-533837-pPt-650660)^e^	ns		ns	

^a^Percent of the variance explained.

^b^Not significant.

^c^Corresponded to the marker allele AGPaseS-a1334 described by Śliwka et al. ^12^.

^d^Marker Unch865 was not mapped in the population 12-3, the marker pPt-656292 is located in the reference genome DM1-3 v4.03 at chr08:45136238..45135798, closest to the location of the Unch865 (chr08:45297205..45303745).

^e^Marker WAT1 was not mapped in the population 12-3, the interval pPt-533837–pPt-650660 is located in the reference genome DM1-3 v4.03 at chr12:16186839..50172657, which is including the position of WAT1 (chr12:38101094..38105242).

^f^Not tested.

### Genetic positions of the candidate gene markers relative to their eQTL and QTL for TSC

For 11 candidate genes, we determined the relative expression levels in the tubers of all F1 individuals of population 12-3 by RT-qPCR (Supplementary Table S8) and used the results for eQTL analysis. The expression of the *SWEET12-like* gene was not measured in the F1 individuals (Table 2). Four candidate gene markers, PGCRURSE5, AGPaseS-a, R1B-23 and ANR, were mapped within the regions corresponding to the eQTL controlling their expression (*cis*-eQTL). However, only the markers PGCRURSE5 and AGPaseS-a were significantly associated with QTL for TSC and explained 18.8 and 18.5% of the variation in TSC, respectively. The PGCRURSE5 marker, 1587 bp in size, was cloned, sequenced and compared to the database with the BLASTN programme (NCBI database). We found two sequences in the DG 00-683 parent (GenBank accessions MT274591 and MT274592) and one sequence for this marker in the parent DG 08-28/13 (MT274590). This marker from the DG 00-683 parent shared 95% sequence identity with the *Solanum tuberosum* 12S seed storage protein CRD-like (alternative name: Cruciferin D; UniProt accession Q9ZWA9-1, GenBank accession XM_006349369.2). The HpaII recognition site was diagnostic of the *PGCRURSE5* marker allele in parent DG 00-683. In contrast, none of the DG 08-28/13-derived PGCRURSE5 sequences contained the HpaII site. The marker 9-DES, although also mapped on chromosome I, was located outside the eQTL for the *9-DES* region but within the QTL for TSC, and accounted for 18.4% of the variance in this trait. The locus of the gene *UnCh865* was on chromosome VIII within the QTL with a moderate effect on TSC (LOD = 3.34; R^2^ = 8.1%) but not within the eQTL for *UnCh865*. The markers Pat3-k1, MLP34 and WAT1 were located in regions not affecting the expression of their genes or TSC (Table 2).

### eQTL analyses

In our previous study, we performed QTL analysis of TSC using a phenotypic mean dataset (2012–2014) in population 12-3^12^. In the current research, the TSC linkage map was enriched by a set of 9 DNA markers, for which we found polymorphism in parents and F1 individuals (Table 2, Supplementary Table S7). For 11 genes, expression products were obtained in RT-qPCR (Table 3 and Supplementary Fig. S2). The number of eQTL detected for particular candidate genes ranged from one (*AGPaseS*) to seven (*ANR*). We found eQTL located both close to the loci encoding the genes (*cis*-eQTL) and at independent locations (*trans-*eQTL). In total, 36 eQTL were mapped in population 12-3 (Table 3).

**Table 3:** QTL for TSC (mean 2012–2014) and eQTL for the selected candidate genes in potato tubers of population 12-3.

Chromosome	Trait	Peak location (cM)	Marker at peak or markers flanking peak interval	LOD	*R*^*2*^ (%)^a^	QTL/eQTL location (cM)
**I**	TSC	0.0	pPt-536705	4.75	11.3	0.0–4.5
	TSC	28.6	pPt-537757	3.46	8.3	28.6–29.7
	TSC	80.7	pPt-536041	9.35	21.0	38.5–103.2
	eAGPaseS	99.3	pPt-535812	19.61	41.0	70.8–105.9
	ePGCRURSE5	84.3	pPt-471128	12.48	28.3	58.1–102.7
	eR1B-23	26.7	pPt-458558	32.81	58.2	26.7–26.8
	eR1B-23	104.5	pPt-458410	9.50	22.4	103.2–106.0
	e9-DES	27.8	pPt-471648	19.22	42.9	27.7–28.5
	eUnCh865	27.8	pPt-471648	3.17	9.5	27.7–27.8
**II**	TSC	26.4	pPt-540301	4.30	10.3	23.8–28.4
	TSC	54.8	pPt-656727	4.38	10.4	35.0–68.0
	eIRL	62.5	pPt-471130	3.28	8.4	62.5–62.6
	eWAT1	51.4	pPt-470784	7.07	17.2	50.0–52.7
**III**	TSC	68.1	toPt-437014–pPt-538033	3.90	9.3	65.1–71.1
	TSC	130.5	pPt-656987	3.24	7.8	129.4–130.5
	ePGCRURSE5	64.1	toPt-437014	4.33	10.9	62.3–68.1
	eANR	3.0	pPt-456510–toPt-437382	4.75	11.9	1.0–3.2
	eANR	46.0	pPt-539332	6.33	15.5	44.7–46.6
	eANR	61.3	capPt-672649–toPt-437014	10.17	23.5	60.1–64.1
	e9-DES	29.8	pPt536814	4.75	12.9	29.6–29.8
	eMLP34	130.5	pPt-656987	3.70	9.4	124.4–130.5
**IV**	TSC	49.6	pPt-535592	3.16	7.6	49.5–50.2
	eR1B-23	6.1	pPt-458171	5.27	13.1	5.6–7.8
	eR1B-23	10.2	toPt-439845–pPt-459479	15.69	34.1	8.8–14.2
	eR1B-23	40.0	pPt-458273	3.60	9.1	37.5–40.0
	eR1B-23	59.3	PEPCb	10.87	25.1	44.3–95.1
	eANR	70.3	pPt-537828–ANR	3.29	8.4	70.3–70.8
	eWAT1	44.3	pPt-536644–pPt-539002	3.61	9.2	44.3–45.4
**V**	TSC	49.3	pPt-471563	3.55	8.6	46.0–50.7
	eANR	4.7	pPt-539686	19.14	39.9	4.7
	eUnCh865	55.6	pPt-539891	5.07	14.8	40.5–55.6
**VI**	eANR	35.8	pPt-536287	6.46	15.8	34.1–35.8
	eUnCh835	29.0	pPt-538867	5.74	14.2	28.9–29.8
	eIRL	51.2	pPt-539557	12.38	28.1	37.9–51.2
**VII**	eANR	36.8	pPt-536728	34.16	59.7	36.8–58.2
	eIRL	5.0	pPt-653355	3.77	9.6	4.6–7.1
	eWAT1	3.4	pPt-652595	8.81	20.9	0.0–8.1
**VIII**	TSC	39.0	B-amyl	5.74	13.5	26.0–40.6
	TSC	63.8	toPt-436952	3.95	9.5	49.7–63.8
	eMLP34	64.1	pPt-651102	3.79	9.6	63.8–64.1; 40.5
	eUnCh835	40.6	pPt-656606	10.12	23.6	40.3–41.6
**IX**	eMLP34	19.5	pPt-458119	6.31	15.5	12.3–26.4
**X**	TSC	28.8	pPt-534845	6.65	15.4	16.5–46.5
**XI**	TSC	54.1	pPt-471789	5.04	11.9	49.8–55.8
	TSC	66.5	pPt-473204–pPt458659	4.30	10.3	58.1–74.14
	e9-DES	49.7	pPt-652888	7.72	20.2	49.7
	e9-DES	81.4	pPt-535328	15.82	36.9	81.3–81.5
**XII**	TSC	143.5	pPt-656237	5.51	12.9	117.7–143.5
	ePGCRURSE5	11.0	SUS4a–SUS4b	5.49	13.6	0.0–24.7
	eANR	43.7	pPt-657438	12.76	28.8	43.5–50.7
	e9-DES	65.1	pPt-536961	8.61	22.2	63.2–65.7

^a^Percent of the variance explained.

^b^Bulks H1 and H2 were for high tuber starch content genotypes; L1 and L2 were for low tuber starch content genotypes. H1 and L1 indicated high expression of *AGPaseS-a*; H2 and L2 were for its low expression; H1 or H2 were control bulks

### Colocalization of eQTL with QTL for TSC

Nine of the 36 eQTL identified for candidate genes overlapped with QTL for TSC (Table 3). On chromosome I, two eQTL, for *AGPaseS-a* and *PGRCRURSE5*, overlapped with the strongest QTL for TSC (Fig. 1). The eQTL peaks for *AGPaseS* and *PGRCRURSE5* were found at 99.3 and 84.3 cM, explaining 41.0 and 28.3% of the variance in the expression of these genes, respectively (Table 3). Both peaks were located near the loci encoding those genes (99.6 and 80.4 cM, Table 2).

**Figure 1:**
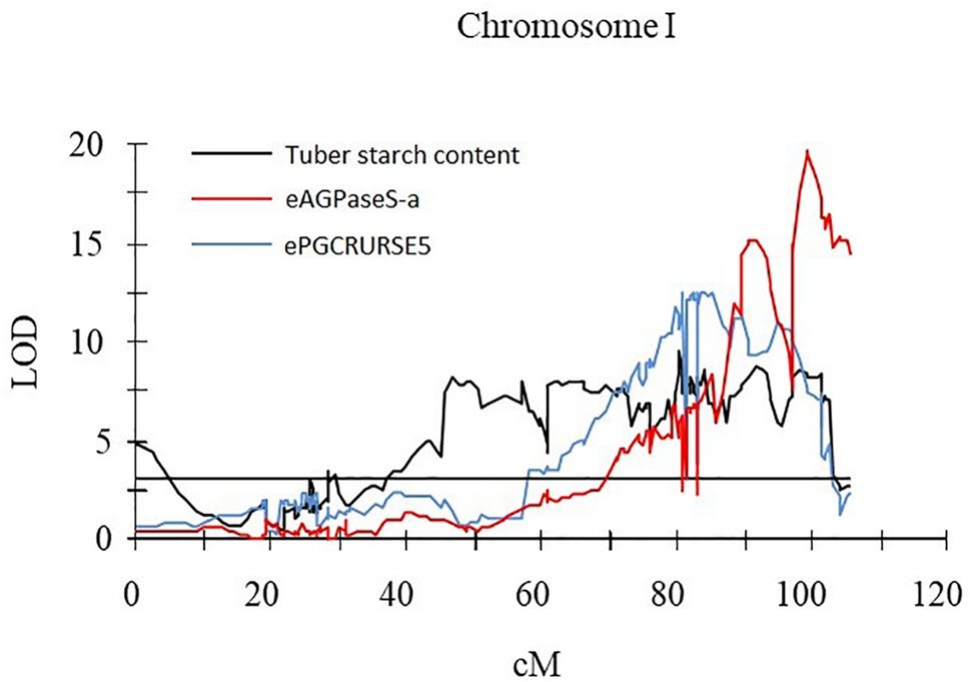
LOD charts of QTL detected by interval mapping for the 3-year mean (2012–2014) tuber starch content and eQTL for *AGPaseS* and *PGCRURSE5* candidate genes in the diploid potato mapping population 12-3. Threshold LOD = 3, marked by a line parallel to the x-axis.

On chromosome II, two eQTL were detected within the QTL for TSC 35.0–68.0 cM: eQTL located at 50.0–52.7 cM and explaining 17.2% of the variance in eWAT1 and located at 62.5–62.6 cM and explaining 8.4% of the variance in eIRL. The second eQTL for *PGRCRURSE5*, found on chromosome III, partially overlapped with the QTL for TSC mapped at 65.1–71.1 cM and explained 10.9% of the variance in ePGRCRURSE5. On chromosome III, we also detected the eQTL for *MLP34* located at 124.4–130.5 cM and explained 9.4% of the variance in the expression of MLP34 that partially overlapped with the QTL for TSC at 129.4–130.5 cM. Chromosome IV possessed eQTL for *R1B-23* that covered 44.3–95.1 cM (R^2^ = 25.1%) and overlapped with the QTL for TSC at 49.5–50.2 cM. On chromosome V, we detected a QTL for TSC at 46.0–50.7 cM that explained 8.6% of the variance in this trait. It overlapped with an eQTL for *UnCh865* located at 40.5–55.6 cM that explained 14.8% of the variance observed in the expression of this gene. An eQTL for *UnCh835* at 40.3–41.6 cM on chromosome VIII overlapped slightly with the QTL for TSC at 26.0–40.6 and explained up to 23.6% of the variance in eUnCh835 (Table 3). In addition, we detected 20 eQTL on chromosomes I, III, IV, V, VIII, IX and XII that were outside the QTL for TSC (Table 3). Seven eQTL were identified on chromosomes VI, VII and IX, whereas no QTL for TSC were found on these chromosomes (Table 3). Significant positive correlations were found between the expression levels of a few pairwise combinations of the candidate genes. The eQTL for *PGRCRURSE5*, *MLP34*, *IRL* and *Pat3-k1* exhibited significant positive correlations with TSC (Supplementary Table S9).

### *AGPaseS-a* and *PGRCRURSE5* expression assay during major stages of tuber development

The markers PGCRURSE5 and AGPaseS-a were significantly associated with QTL for TSC (Table 2). In addition, eQTL for *AGPaseS-a* and *PGRCRURSE5* overlapped with the strongest QTL for TSC on chromosome I (Fig. 1). Therefore, we evaluated the expression of *AGPaseS-a* and *PGRCRURSE5* during major stages of tuber development. The expression level of *AGPaseS-a* was similar (not significantly different) in both parents at stage I of tuber development and significantly higher in the high-starch parent DG 00-683 than in the other parent at stages II and III. In the case of *PGRCRURSE5*, differential expression was observed between DG 00-683 and DG 08-28/13 at all three stages. *PGRCRURSE5* expression in DG 00-683 was highest at stage II, while in the low-starch parent DG 08-28/13, its transcript level increased during tuber development and was highest at stage III in DG 08-28/13 (Fig. 2).

**Figure 2:**
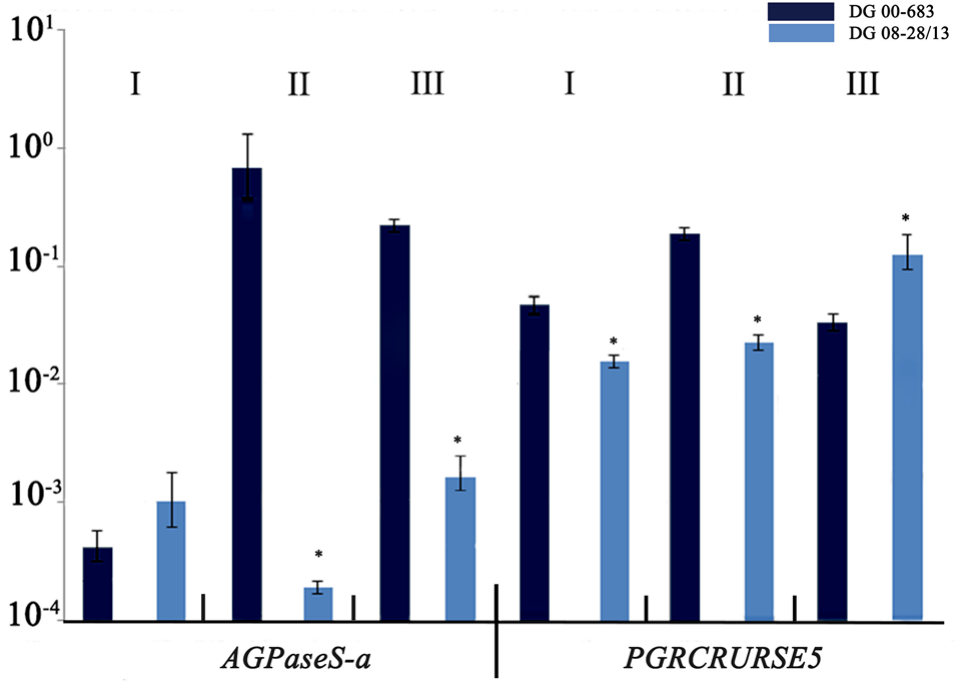
Relative expression levels of the AGPaseS-a and PGRCURSE5 genes in the high-starch parent DG 00-683 and the low-starch parent DG 08-28/13 at three tuber developmental stages: stage I—tuber formation; stage II—tuber building, tubers approximately 2 cm diameter; and stage III—tuber maturity. The levels of relative transcript accumulation are shown on the y-axis (logarithmic scale); values are presented as the means ± SD of three biological replicates. Asterisks indicate significant differences between high- and low-starch parents (Student’s t-test).

## Discussion

Starch is the most abundant storage compound in plants. As in other higher plants, starch synthesis in potato is under transcriptional control, circadian and redox control, and phosphorylation regulation^29,30^. The *AGPaseS* loci, in particular, the locus *AGPaseS-a* on chromosome I, colocalized with QTL for TSC, and the data indicated a small effect on this trait in the mapping populations^18,31^. In association studies, the amplicons AGPsS-9a and AGPsS-10a, both derived from the *AGPaseS-a* locus, were correlated either positively or negatively with TSC^32^. Previously, we showed the large QTL region for TSC on potato chromosome I that overlapped with the *AGPaseS-a* locus. This result potentially means that the chromosomal segment also includes other genes that either directly or indirectly affect the starch content. The expression of *AGPaseS-a* was significantly higher in the high-TSC parent DG 00-683 than in the low-TSC parent DG 08-28/13 in the potato population 12-3^12^. The *AGPaseS-a* allele contributed significantly to but was not necessary for a high TSC^12^.

Here, we detected the differences between the parental clones in the expression levels of *AGPaseS-a* in tubers at different growth stages. The highest expression was detected in the tuber building stage, when high AGPase activity is required, as the tuber is a sink organ accumulating large amounts of starch^33^. Our results confirmed that AGPase activity remained high even when starch synthesis was inhibited in potato tubers detached from the mother plant^34^. In the current sequencing experiments, *AGPaseS-a* was difficult to analyse by RNA-seq, which was potentially due to the small transcript size restricted by the constructed RNA libraries and/or sequence overlap with other transcripts^35,36^.

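The annotation used for the counts names 5 genes as AGPase (glucose-1-phosphate adenylyltransferase or ADP-glucose pyrophosphorylase). The paper describes *AGPaseS-a* as a gene of the large subunit, so a small subunit gene is not it. Which of the other AGPase genes corresponds to *AGPaseS-a* is not given in the sources used here. Of the 5 genes, 3 passed the filter on low counts. *AGPS1*, annotated as large subunit 1-like, lies on scaffold NW_006239449.1 of SolTub_3.0 from 264717 to 269691. In the bulks with high *AGPaseS-a* expression it was at 2238 ± 30.4 CPM (H1) and 2140 ± 152 CPM (L1), and in those with low expression at 2075 ± 1086 CPM (H2) and 1783 ± 457 CPM (L2) (SD, n = 2 libraries each). The small subunit gene LOC102577790 (scaffold NW_006239594.1, 15188 to 21066) was at 1527 ± 607, 1206 ± 131, 1589 ± 145 and 1577 ± 725 CPM in H1, L1, H2 and L2, and LOC102600909, a large subunit 2 gene (scaffold NW_006239009.1, 1324794 to 1330455), at 39.2 ± 17.4, 43.1 ± 0.655, 41.0 ± 1.28 and 48.3 ± 0.531 CPM in the same order. Between the bulks of high and low *AGPaseS-a* expression, the log2FC was 0.19 (standard error 0.28) for *AGPS1*, -0.22 (0.287) for LOC102577790 and -0.11 (0.221) for LOC102600909, each smaller than its standard error. Each sign changed when 1 library was left out, to -0.04 without H2 replicate B for *AGPS1*, 0.06 without L2 replicate A for LOC102577790 and 0.08 without H1 replicate A for LOC102600909. Over all contrasts the lowest FDR of these 3 genes was 0.794 from edgeR's quasi-likelihood test. The other AGPase genes, LOC102582750 and LOC102598180, had at most 7 and 3 counts in any library, so a difference was not detectable at this depth. The paper proposes a small transcript size or sequence overlap with other transcripts as the reason why *AGPaseS-a* was difficult to analyse.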

We mapped the cruciferin (12S globulin) gene *PGCRURSE5* to chromosome I and demonstrated that it also had a significant effect on TSC. In *Arabidopsis thaliana* and other crucifers, cruciferin is a main seed storage protein. Seed storage proteins serve as a source of nitrogen and amino acids that are necessary for germination and plant growth^37,38^. In potato tubers, the inhibition of starch synthesis was accompanied by a massive reduction in the expression of storage proteins, suggesting that the expression of storage protein genes is involved in starch metabolism in potato tubers^39^. Our study revealed higher expression of *PGCRURSE5* in the high-starch parent DG 00-683 than in the low-starch parent DG 08-28/13 during the tuber formation and building stage, and we therefore concluded that the cruciferin protein can affect starch metabolism. Among the 9 eQTL identified for the selected candidate genes that overlapped with QTL for TSC, the peaks for two eQTL, *AGPaseS-a* and *PGRCRURSE5*, were close to the loci encoding those genes. In the case of ePGRCRURSE5, the presence of a *trans-*eQTL on chromosomes III and XII showed that *PGCRURSE5* expression is influenced by *trans-*acting factors.

The *cis*-eQTL are likely mediated by polymorphisms within the corresponding genes, including the promoter regions, or by mRNA stability^40^. The overlap of QTL and eQTL may indicate a strong association between the genetic variation in the phenotypic trait and the gene transcript level^41^. The genes for *AGPaseS-a* and *PGRCRURSE5* accounted for 18.5 and 18.8% of the variance in TSC, respectively. The eQTL peaks for *AGPaseS-a* and *PGRCRURSE5* explained 41.0 and 28.3% of the phenotypic variance at the transcript level, respectively. The high association values between eQTL peaks and the explained expression variations could account for genetic sources of variation associated with dominance and epistasis as well as for non-genetic influences, such as developmental and environmental factors^42^. Colocalization of *cis-*eQTL and QTL seems to be more informative than that of *trans*-eQTL. *Trans*-eQTL are interpreted as evidence for *trans*-acting regulatory proteins such as transcription factors and other signalling proteins or small RNAs that may control the expression of a number of genes elsewhere in the genome^43^.

The role of AGPase as the first rate-limiting enzyme in starch biosynthetic pathways is well known^8,44,45^. We showed the association of the DNA marker for *AGPaseS-a* with QTL for TSC as well as the relationship between this marker and gene transcription. However, we did not observe a significant correlation between the expression level of *AGPaseS-a* and TSC. The abundance of mRNA transcripts only partially correlates with protein abundances, and these relationships are complex^46,47^. Therefore, in the case of the enzyme AGPase, their subunit structure and transcriptional regulation can affect the net activity of this enzyme complex.

Our study demonstrates the association between the marker PGCRURSE5 and QTL for total starch content, the relationship between this marker and the eQTL for *PGRCRURSE5*, and significant correlation between *PGCRURSE5* expression and starch content in potato tubers. Recently, Sueng et al*.*^48^ has shown that non-enzymatic protein, termed Protein Targeting to Starch (PTST), is involved in starch synthesis in Arabidopsis. Our results identified the gene cruciferin as a novel candidate involved in the regulation of starch metabolism in potato tubers. It suggests that cruciferin may be a novel PTST protein in potato tubers.

## Supplementary information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

# Supplementary material for: eQTL mapping of the 12S globulin cruciferin gene PGCRURSE5 as a novel candidate associated with starch content in potato tubers
**Source:** Sci Rep. 2020 Oct 13;10:17168. doi: 10.1038/s41598-020-74285-5

**eQTL mapping of the 12S globulin cruciferin gene *PGCRURSE5* as a novel candidate associated with starch content in potato tubers.**

Dorota Sołtys-Kalina\*, Katarzyna Szajko, Emil Stefańczyk, Paulina Smyda-Dajmund, Jadwiga Śliwka, Waldemar Marczewski\*

**Supplementary Figure S1.** The scheme of the methodology used in this study

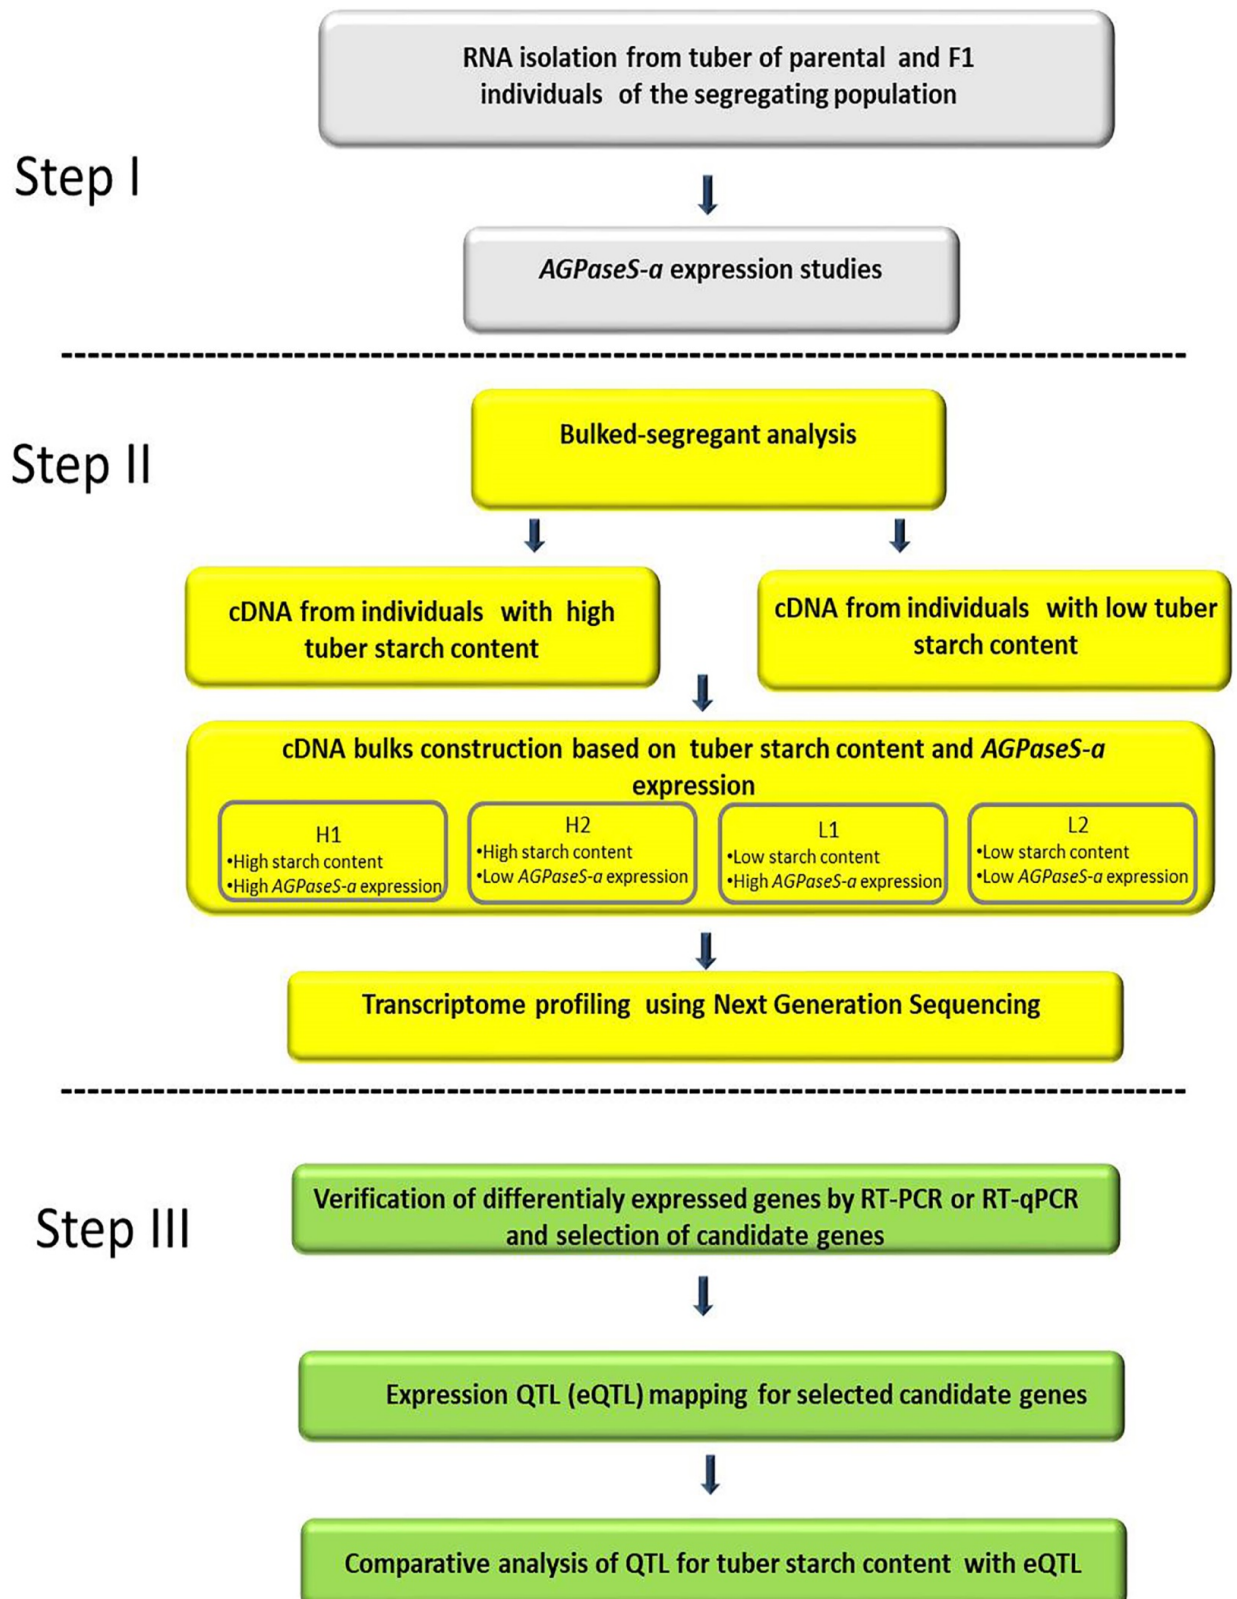

**Supplementary Figure S2.** QTL for tuber starch content and eQTL for 11 candidate genes.

Y-axis: LOD, X-axis: genetic distance in cM. The scales are adjusted to the trait values and differ between traits and chromosomes. The chromosomes (groups) are marked above the charts

# Tuber starch content

**Group I**

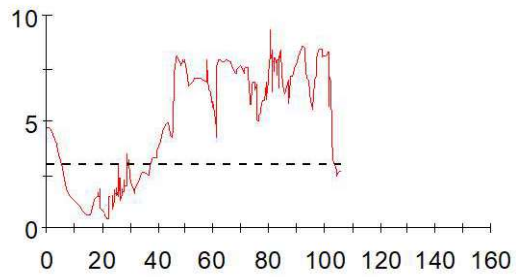

**Group II**

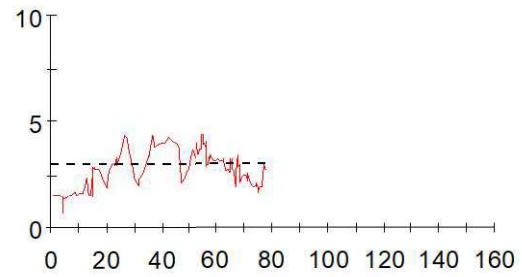

**Group III**

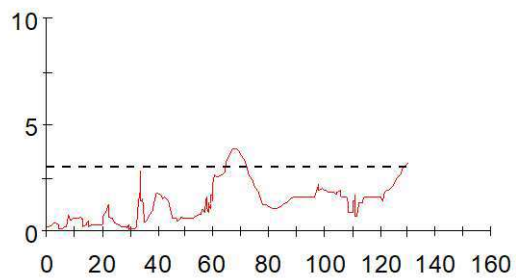

**Group IV**

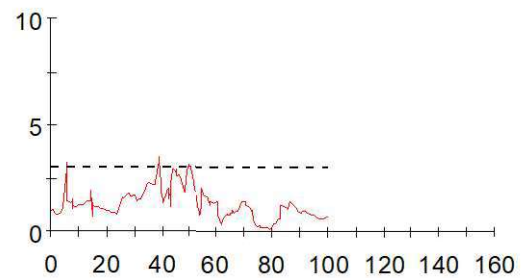

**Group V**

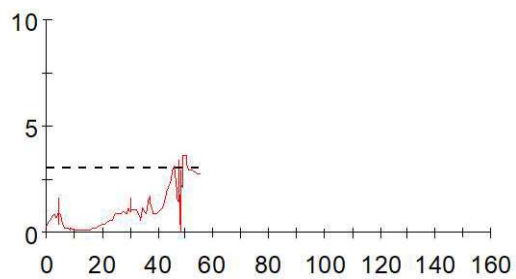

**Group VI**

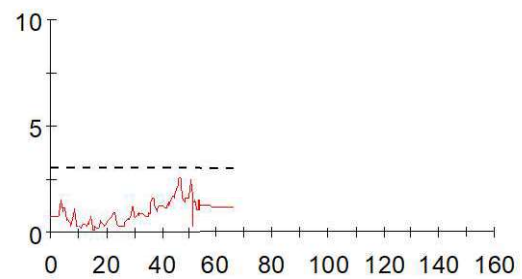

**Group VII**

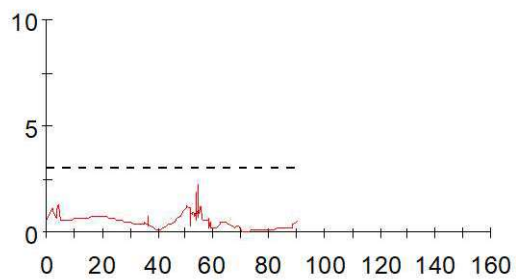

**Group VIII**

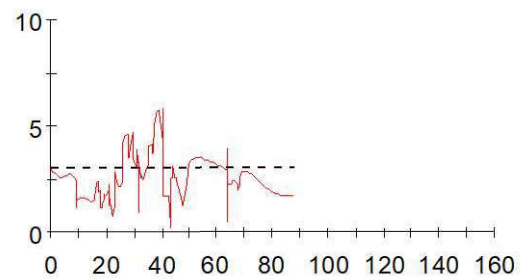

## Tuber starch content -continued

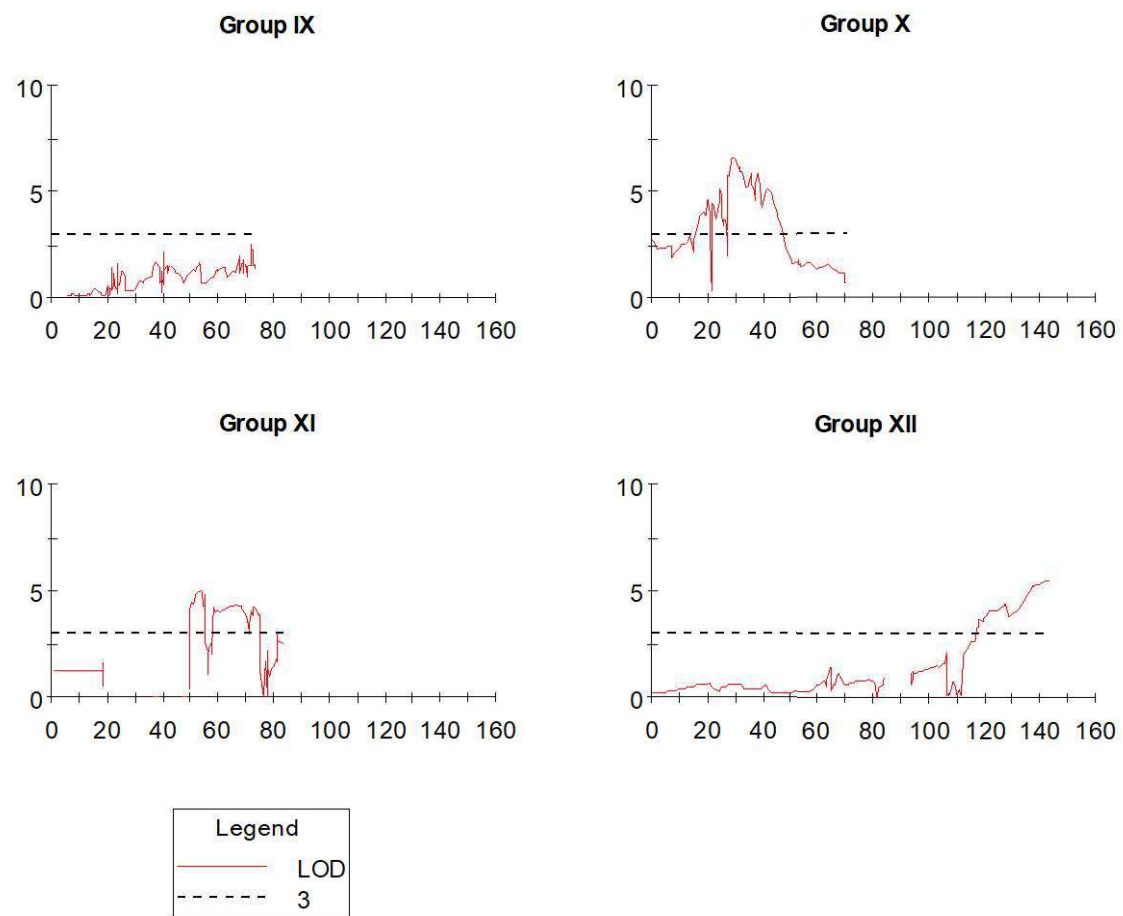

# eAGPaseS-a

**Group I**

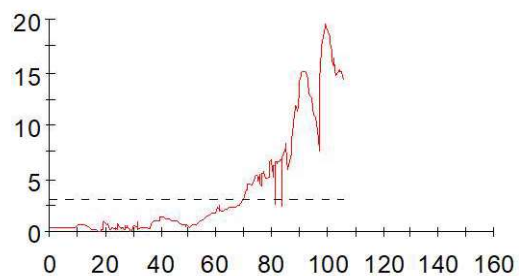

**Group II**

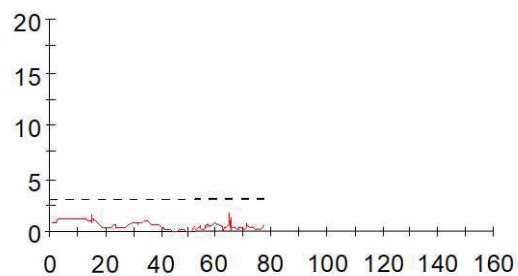

**Group III**

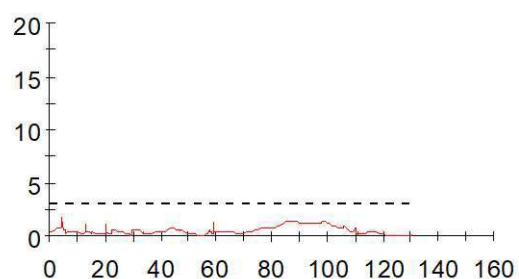

**Group IV**

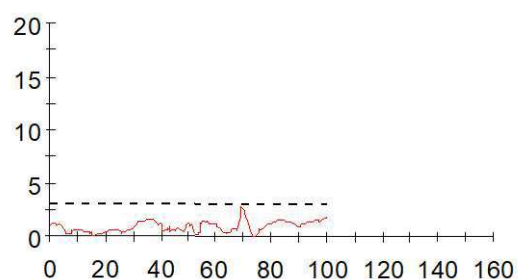

**Group V**

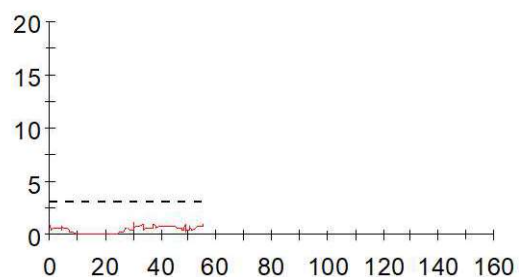

**Group VI**

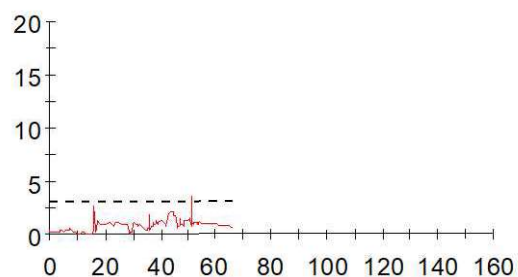

**Group VII**

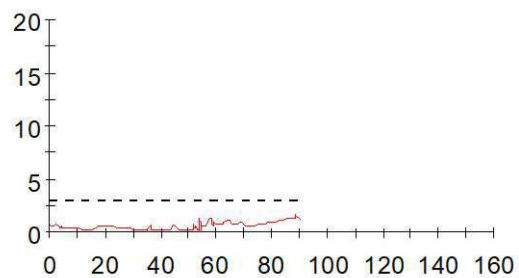

**Group VIII**

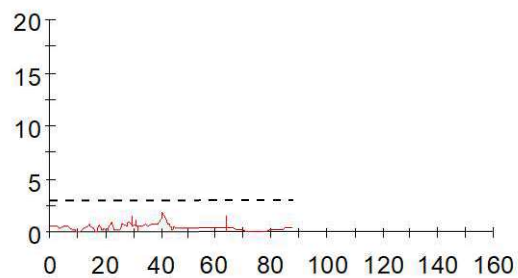

## eAGPaseS-a - continued

Group IX

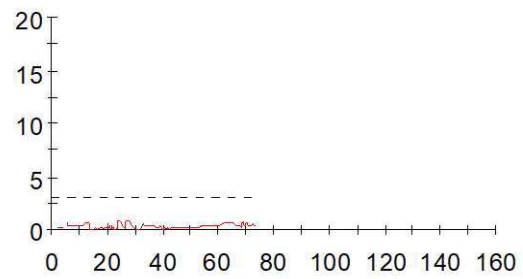

Group X

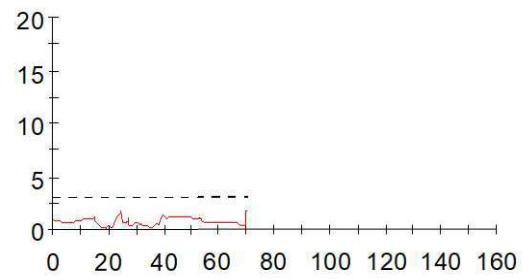

Group XI

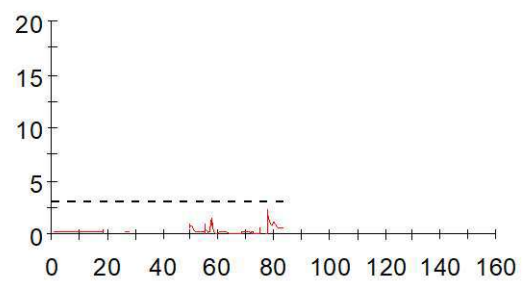

Group XII

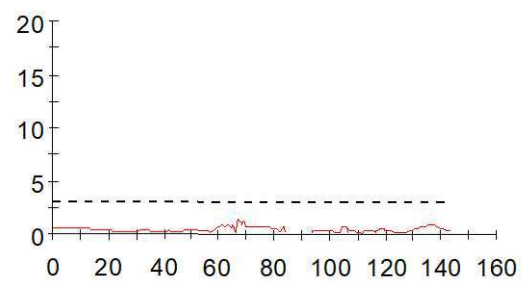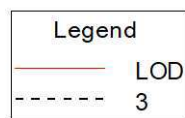

# ePGCRURSE5

**Group I**

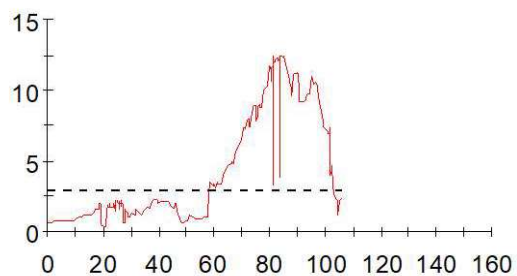

**Group II**

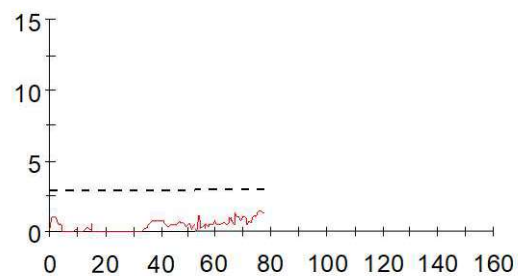

**Group III**

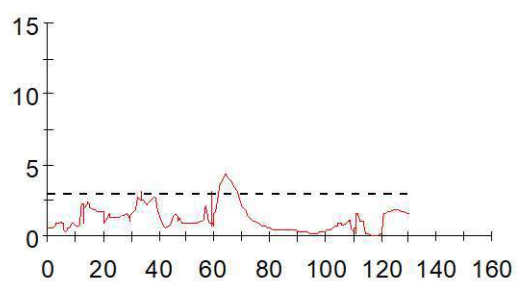

**Group IV**

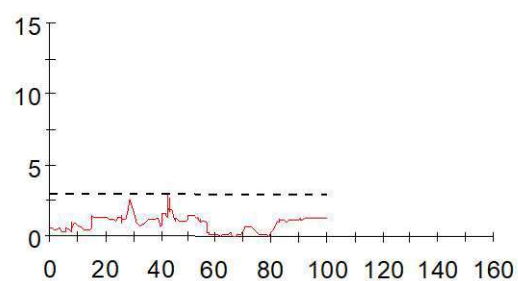

**Group V**

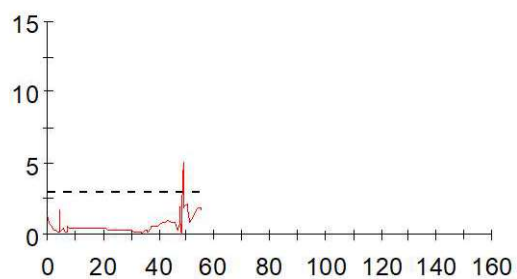

**Group VI**

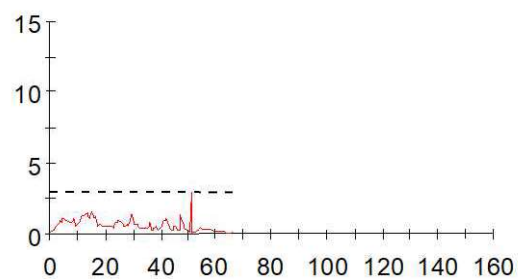

**Group VII**

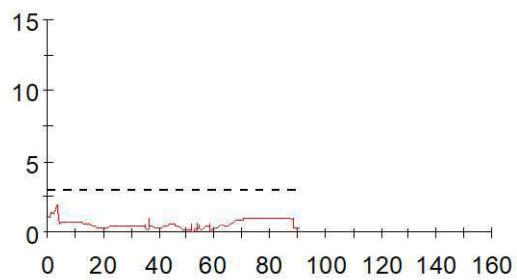

**Group VIII**

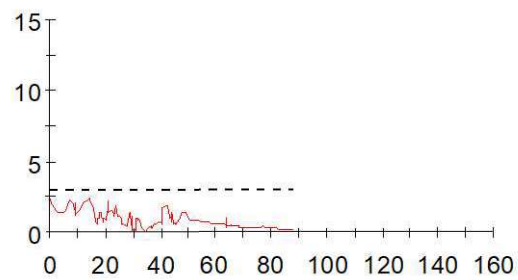

## ePGCRURSE5 - continued

Group IX

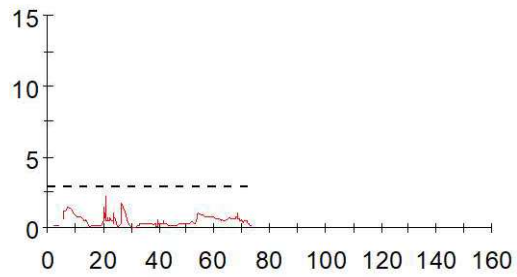

Group X

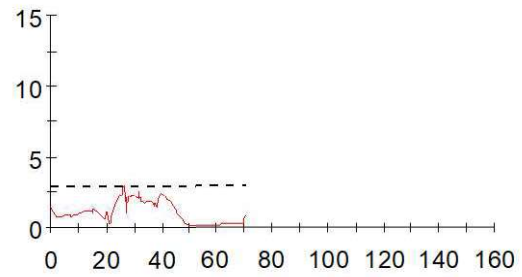

Group XI

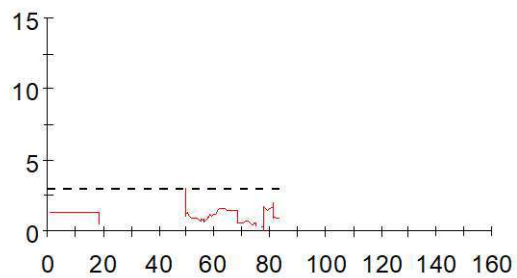

Group XII

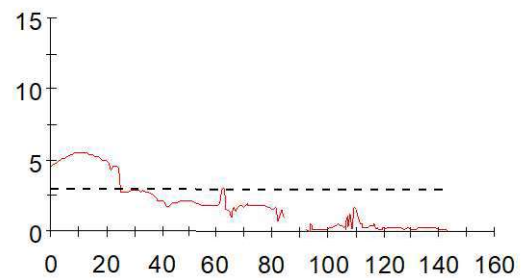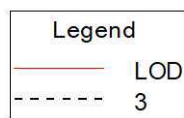

## eR1B-23

**Group I**

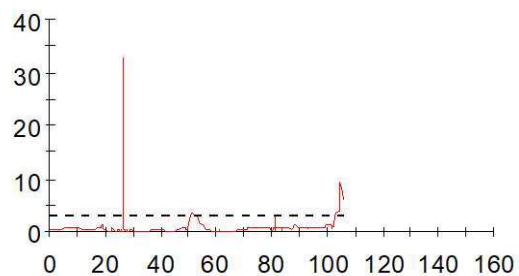

**Group II**

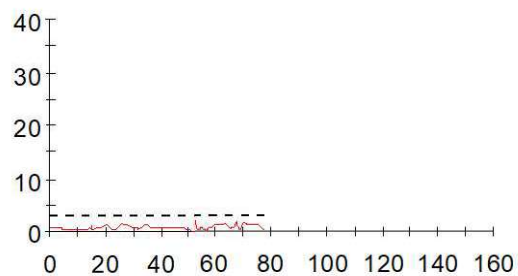

**Group III**

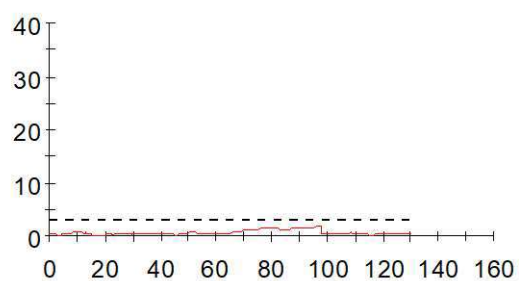

**Group IV**

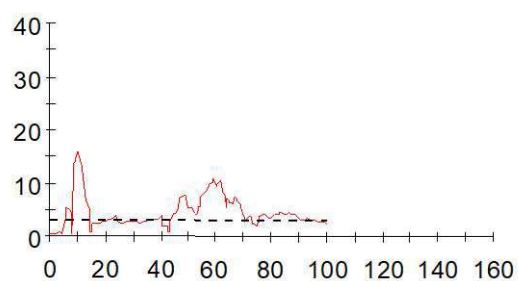

**Group V**

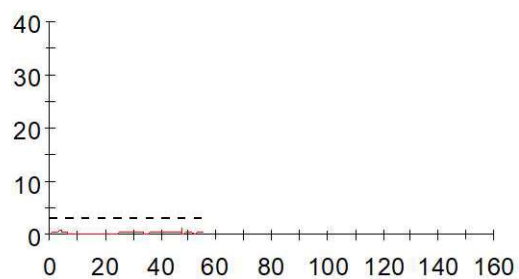

**Group VI**

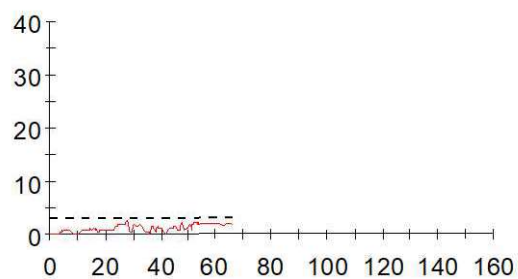

**Group VII**

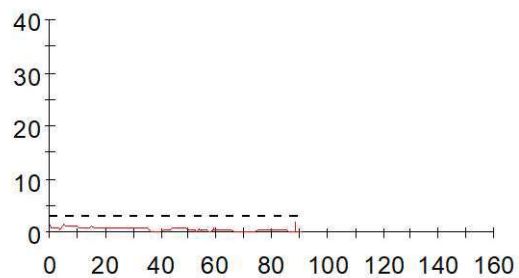

**Group VIII**

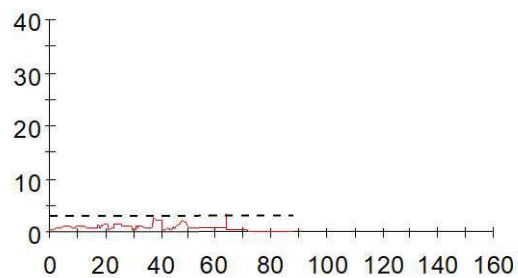

## eR1B-23 - continued

Group IX

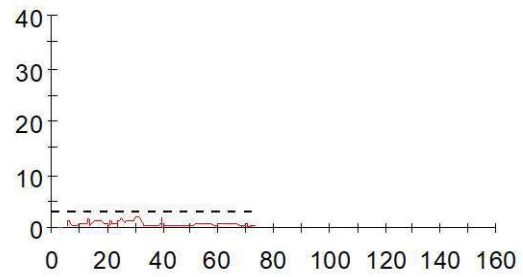

Group X

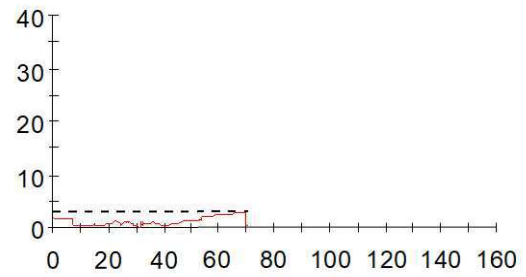

Group XI

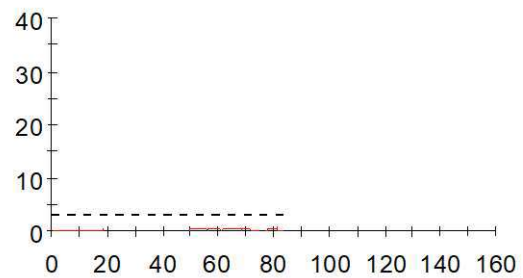

Group XII

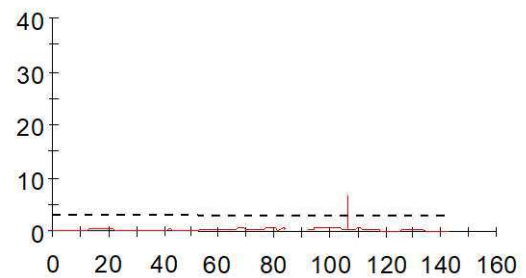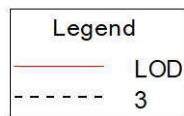

# eANR

**Group I**

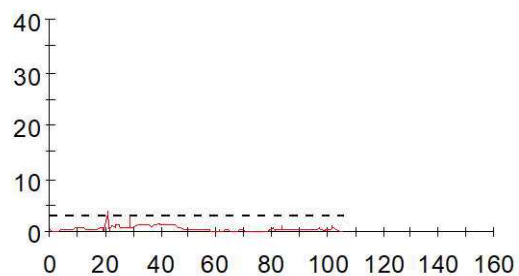

**Group II**

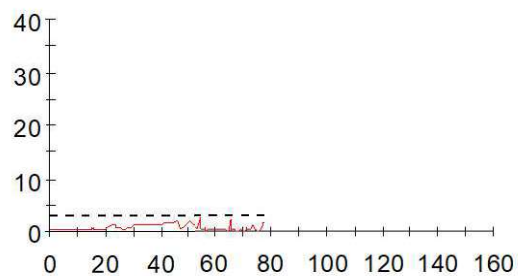

**Group III**

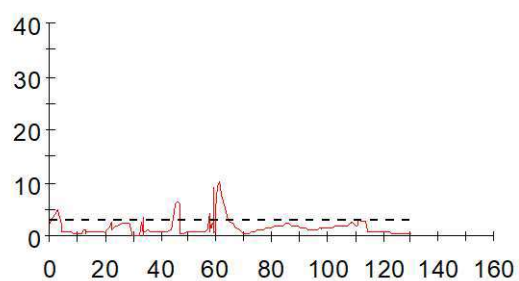

**Group IV**

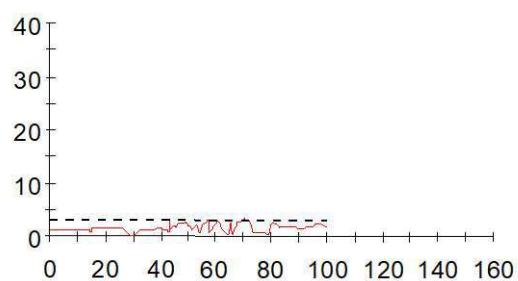

**Group V**

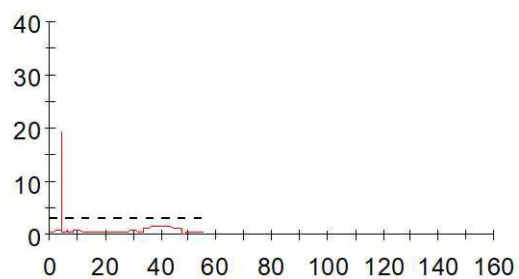

**Group VI**

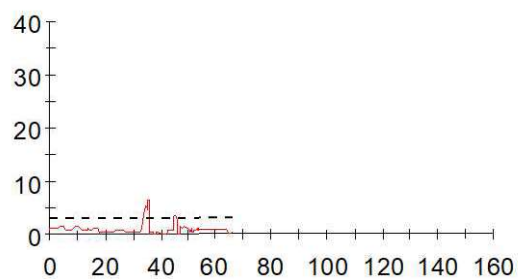

**Group VII**

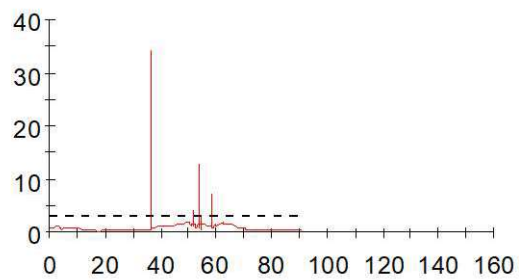

**Group VIII**

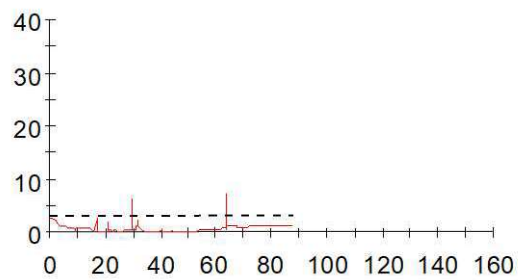

## eANR - continued

Group IX

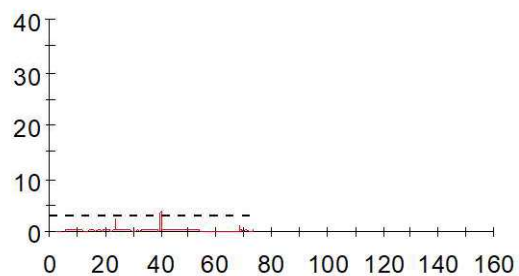

Group X

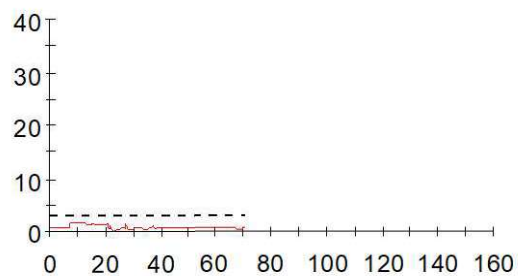

Group XI

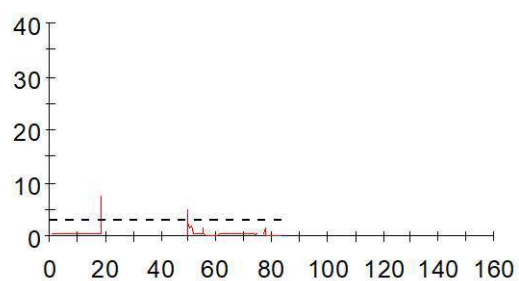

Group XII

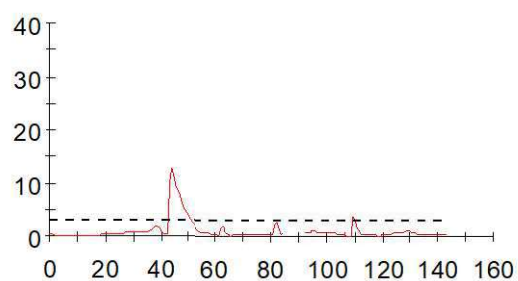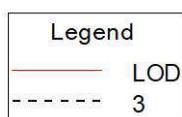

# e9-DES

**Group I**

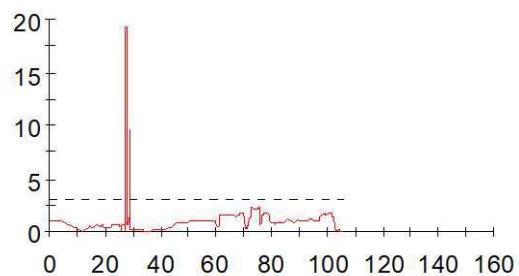

**Group II**

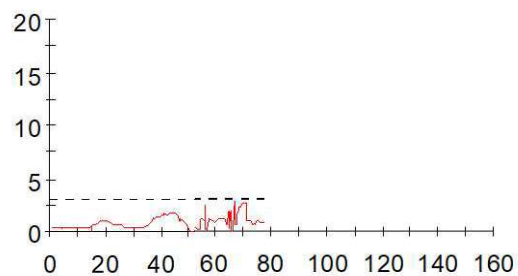

**Group III**

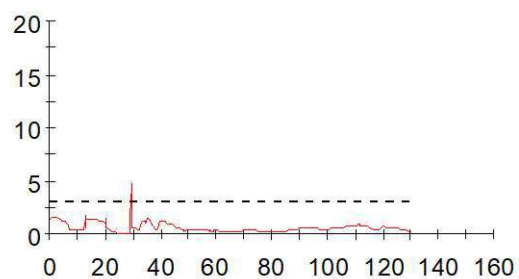

**Group IV**

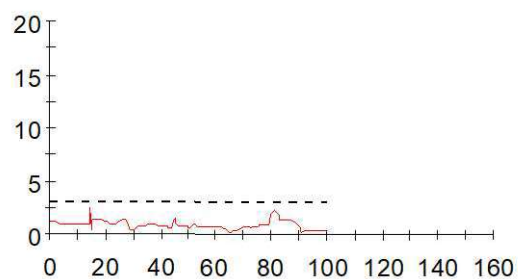

**Group V**

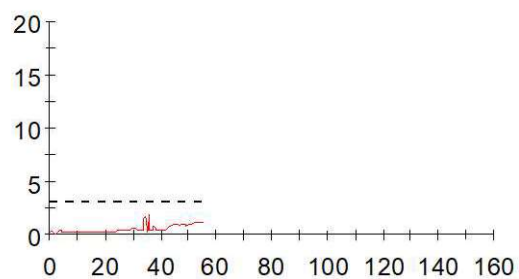

**Group VI**

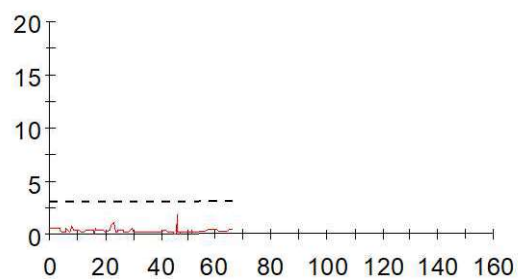

**Group VII**

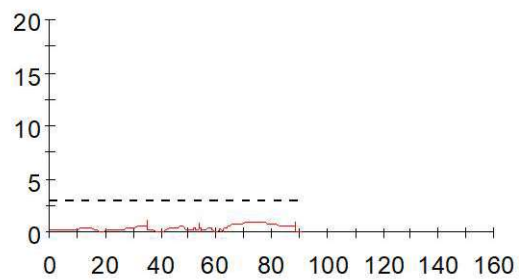

**Group VIII**

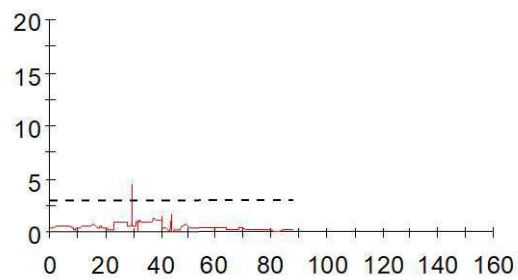

## e9-DES - continued

Group IX

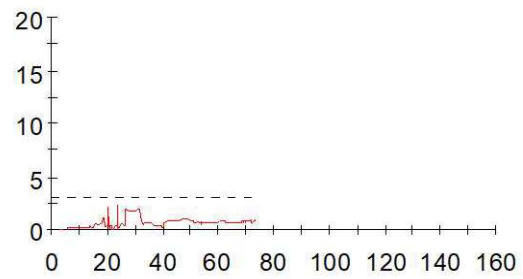

Group X

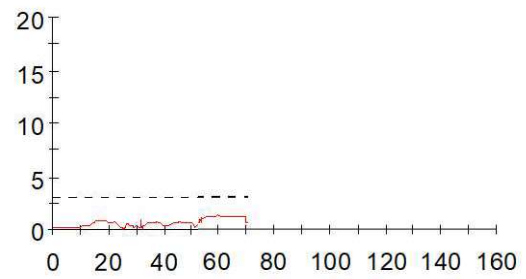

Group XI

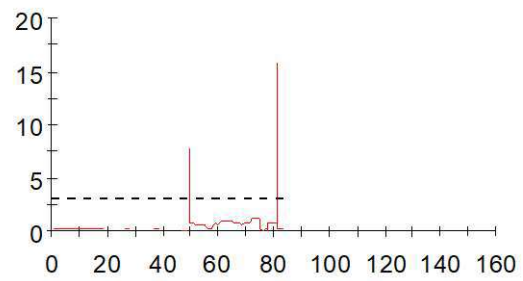

Group XII

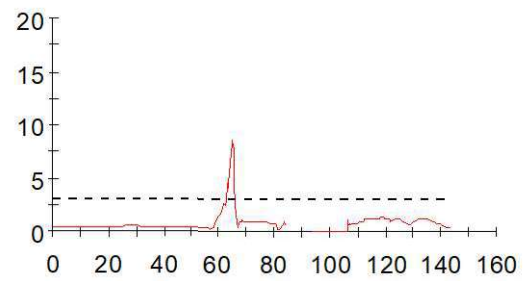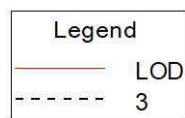

# eMLP34

Group I

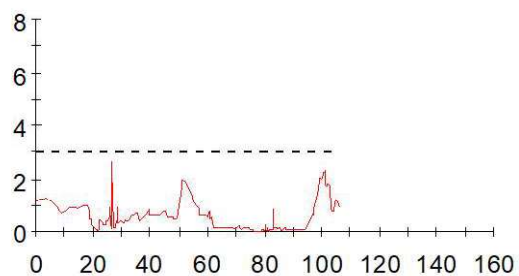

Group II

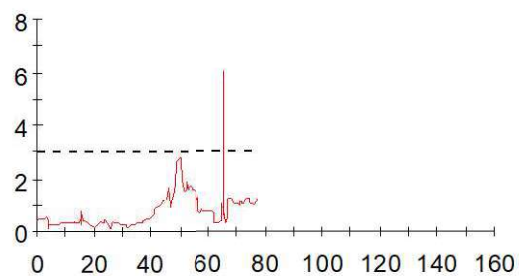

Group III

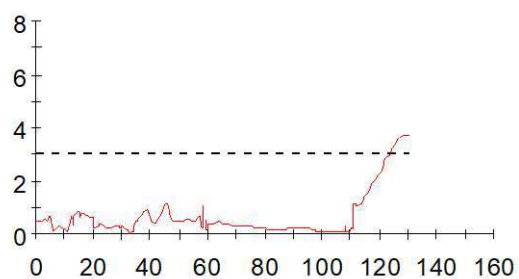

Group IV

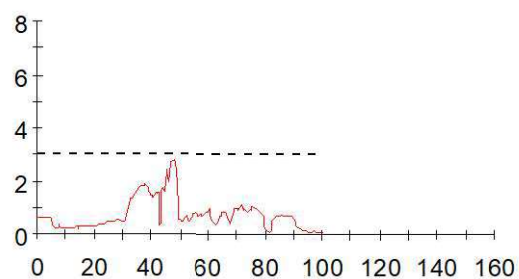

Group V

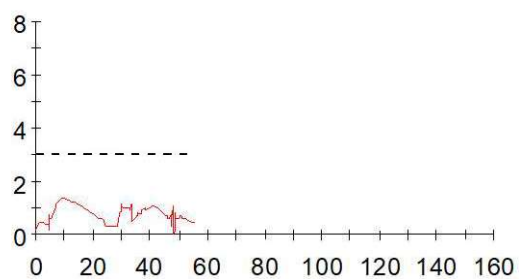

Group VI

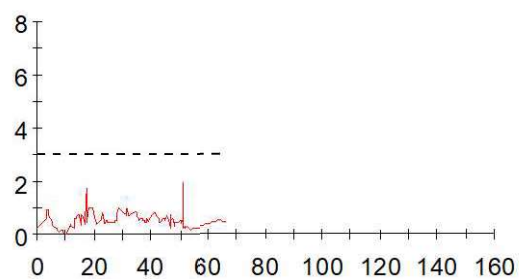

Group VII

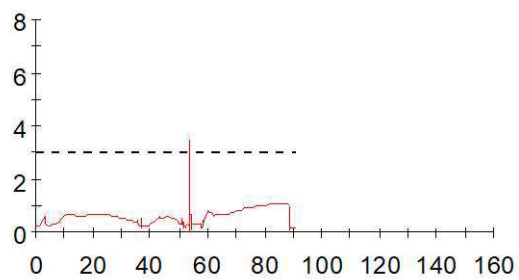

Group VIII

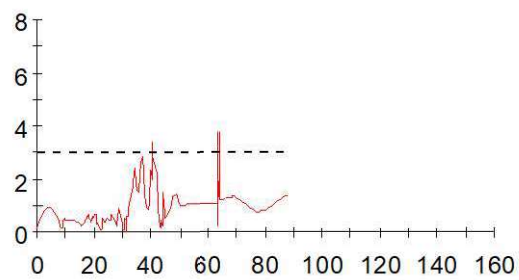

## eMLP34 - continued

Group IX

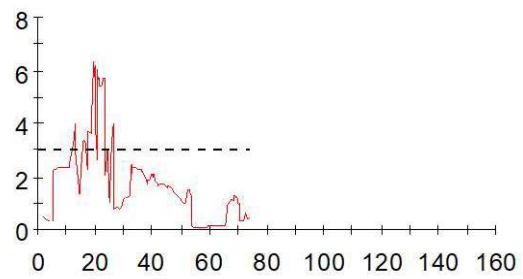

Group X

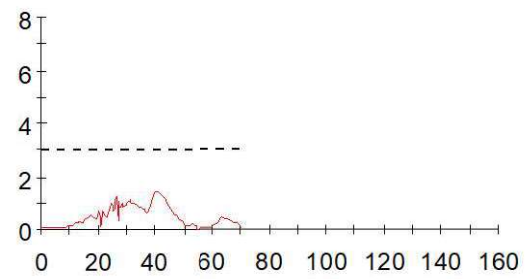

Group XI

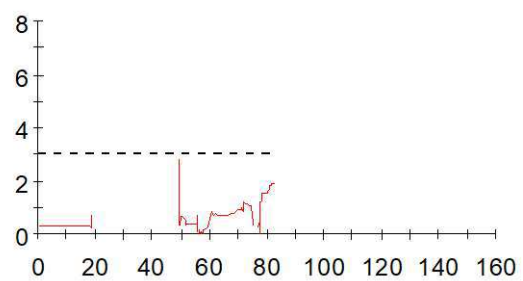

Group XII

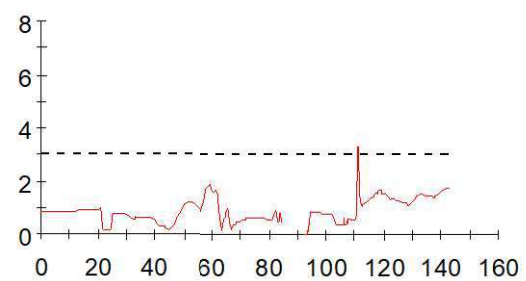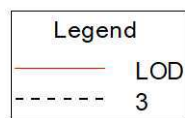

# eUnCh835

**Group I**

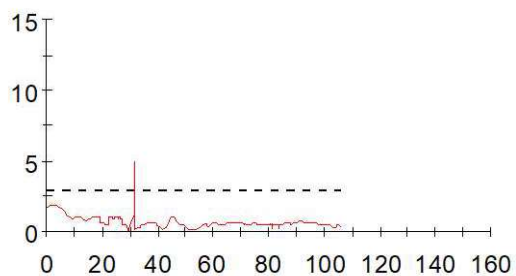

**Group II**

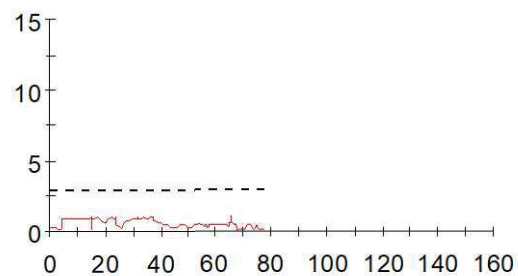

**Group III**

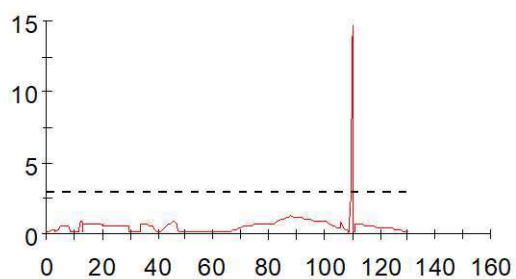

**Group IV**

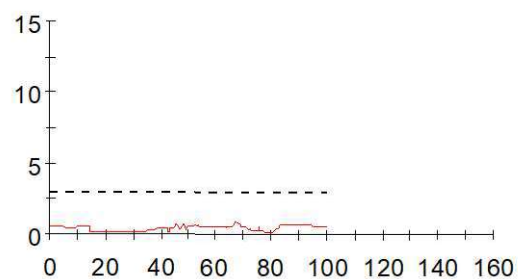

**Group V**

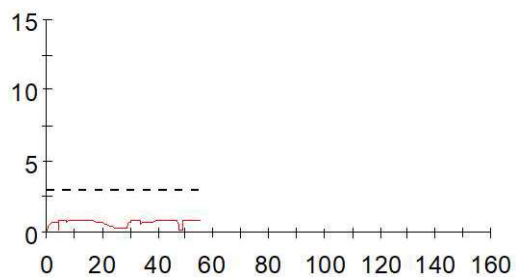

**Group VI**

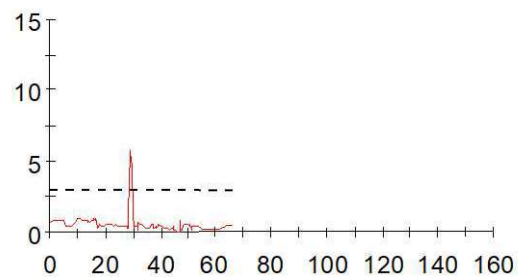

**Group VII**

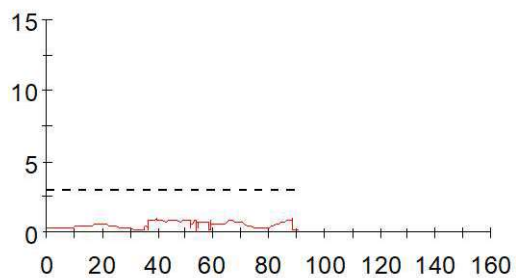

**Group VIII**

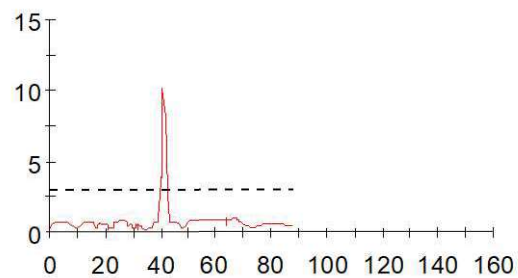

## eUnCh835 - continued

Group IX

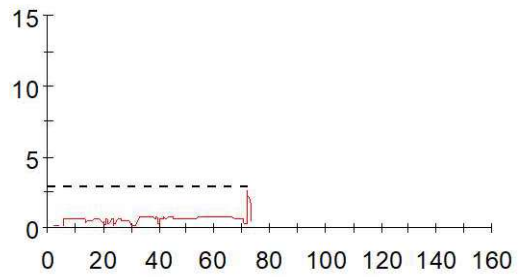

Group X

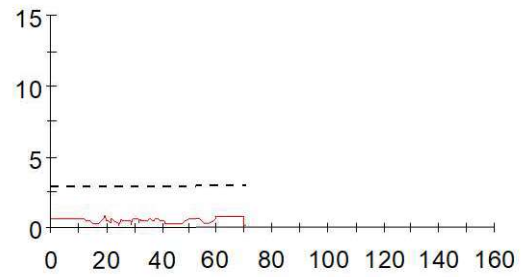

Group XI

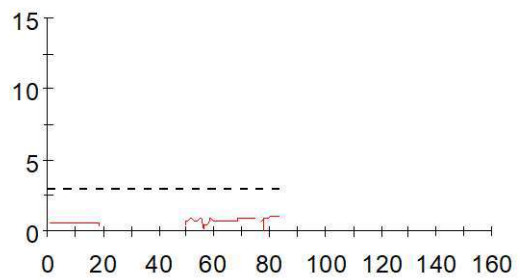

Group XII

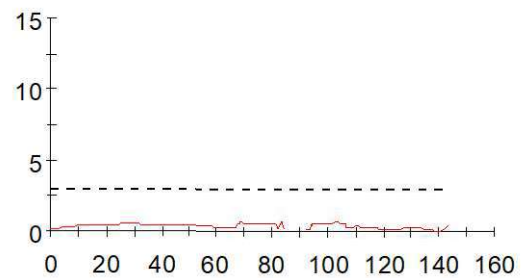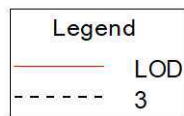

# eIRL

**Group I**

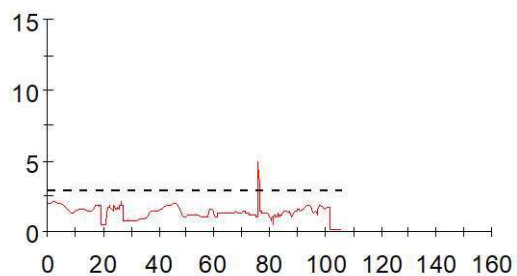

**Group II**

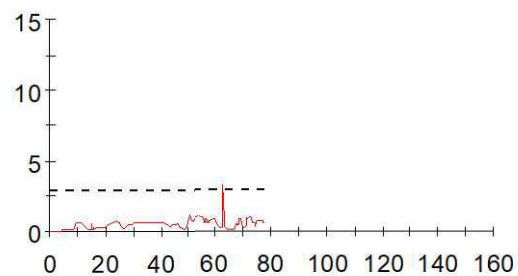

**Group III**

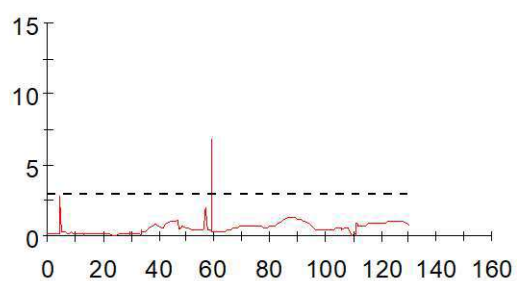

**Group IV**

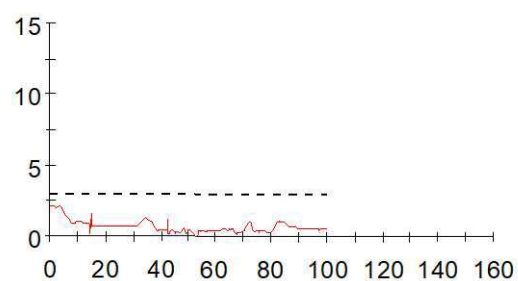

**Group V**

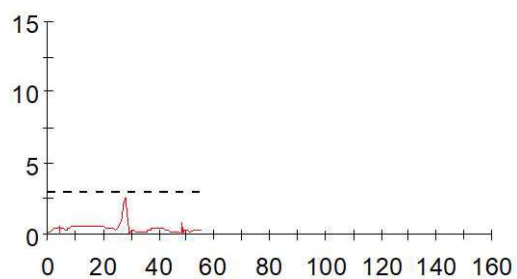

**Group VI**

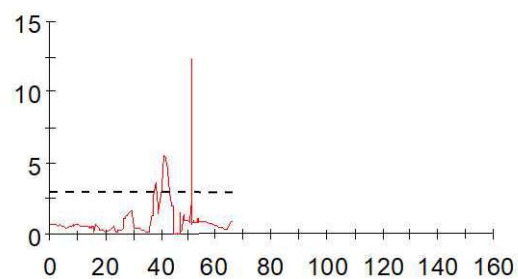

**Group VII**

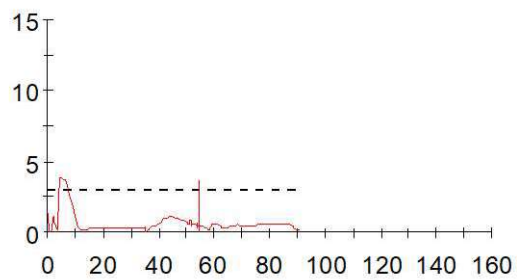

**Group VIII**

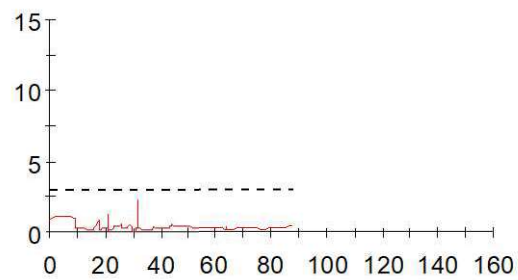

## eIRL - continued

Group IX

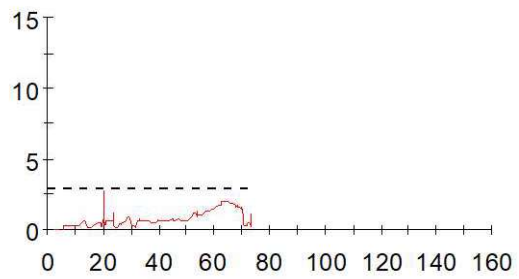

Group X

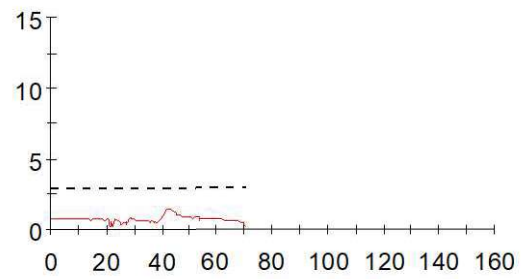

Group XI

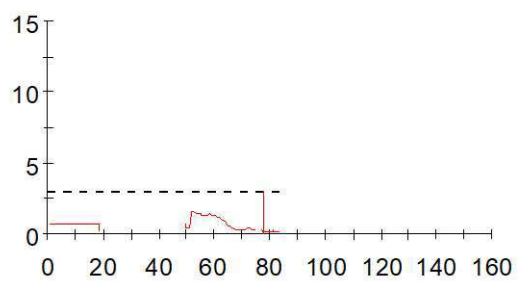

Group XII

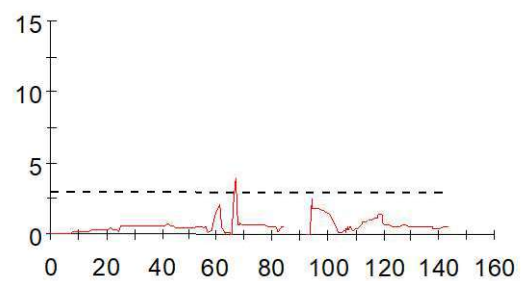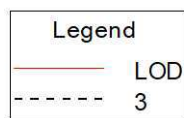

# epat3-k1

**Group I**

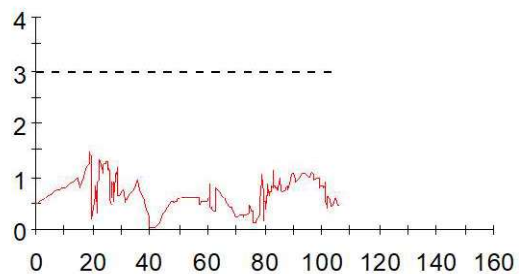

**Group II**

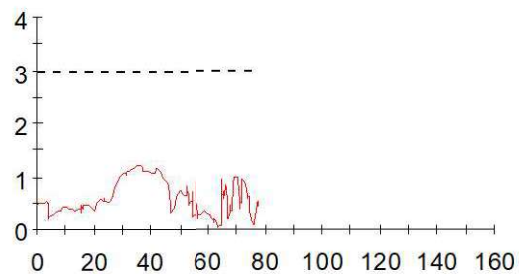

**Group III**

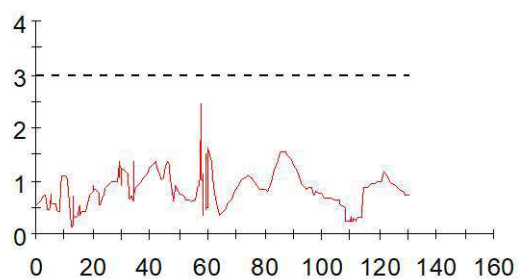

**Group IV**

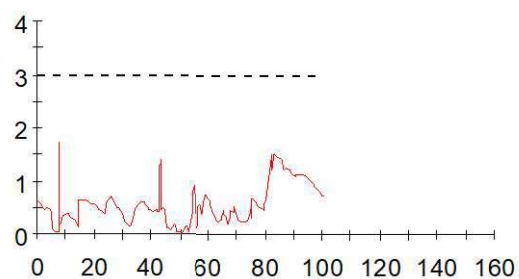

**Group V**

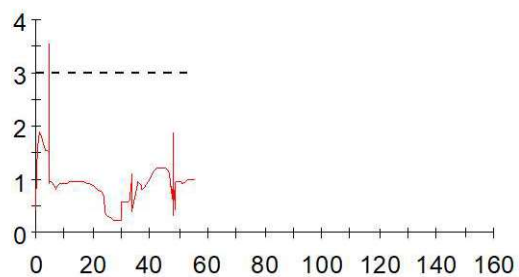

**Group VI**

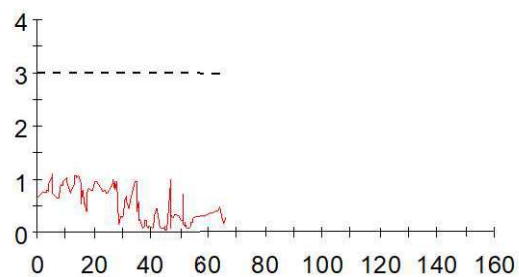

**Group VII**

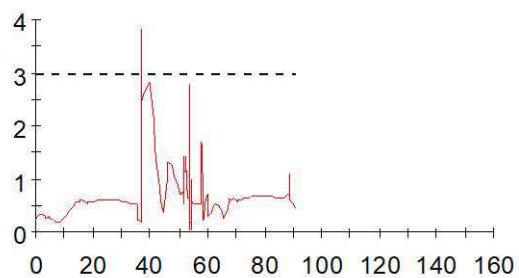

**Group VIII**

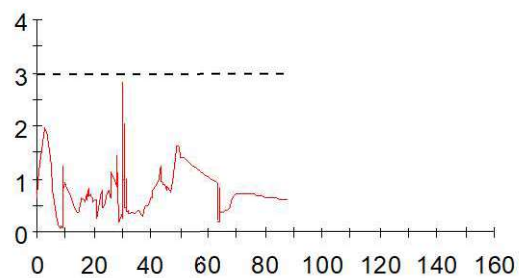

## epat3-k1 - continued

Group IX

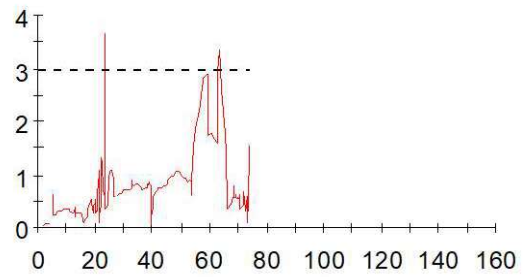

Group X

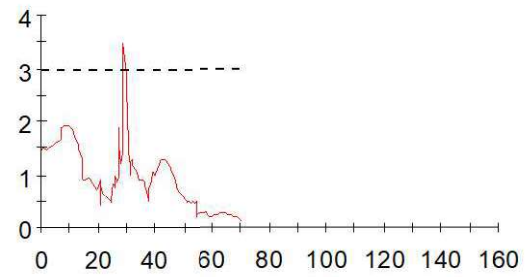

Group XI

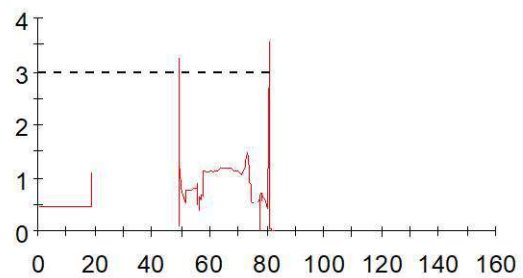

Group XII

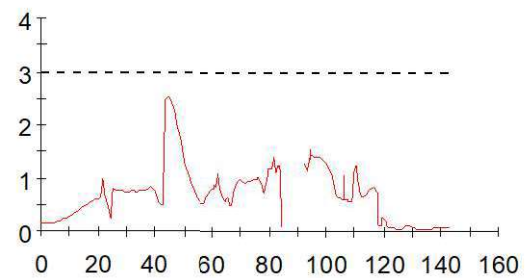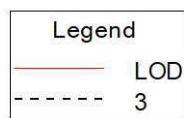

# eWAT1

**Group I**

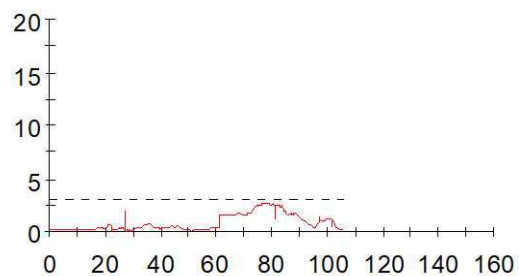

**Group II**

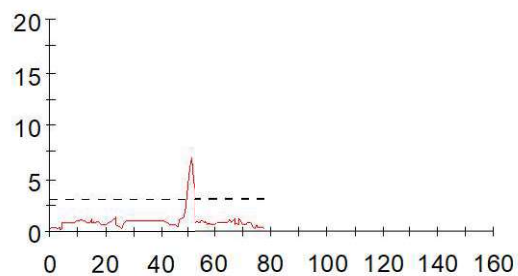

**Group III**

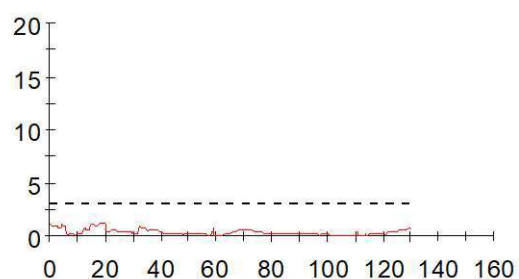

**Group IV**

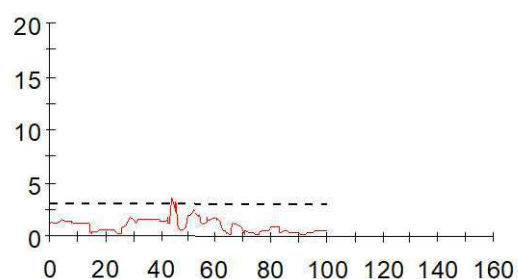

**Group V**

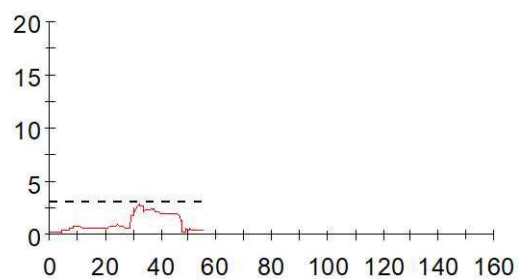

**Group VI**

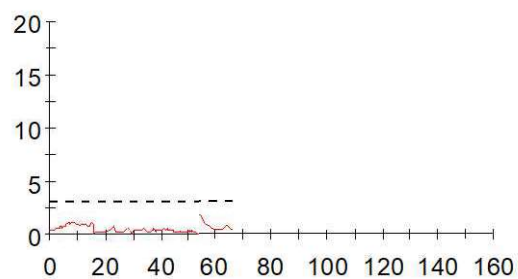

**Group VII**

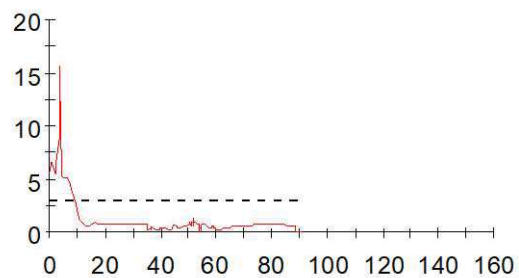

**Group VIII**

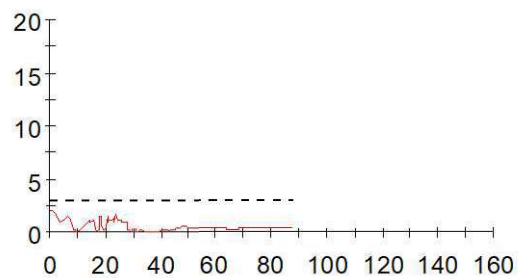

## eWAT1 - continued

Group IX

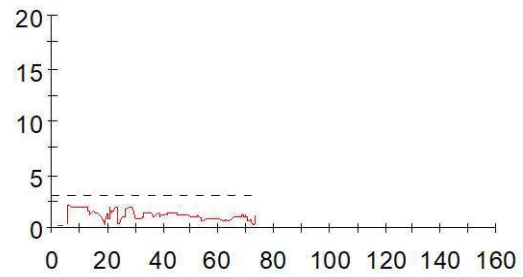

Group X

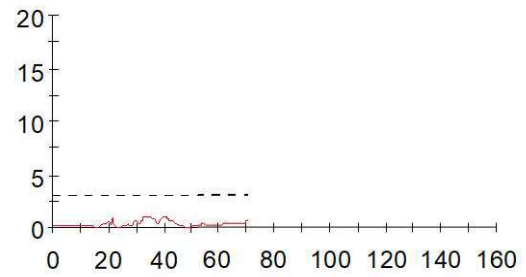

Group XI

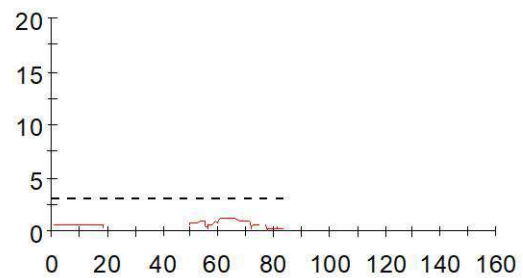

Group XII

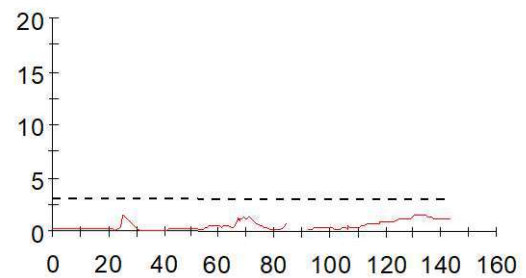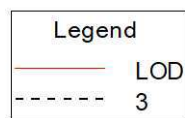

# eUnch865

**Group I**

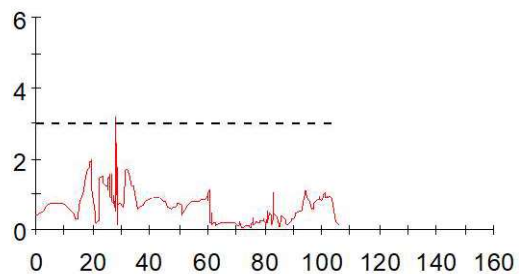

**Group II**

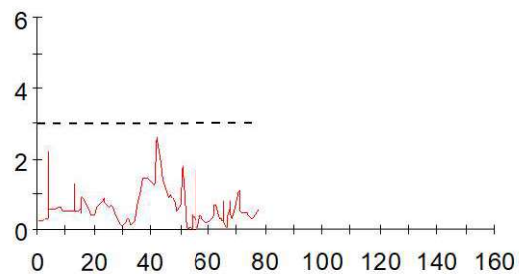

**Group III**

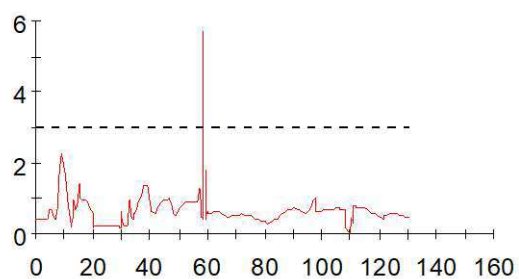

**Group IV**

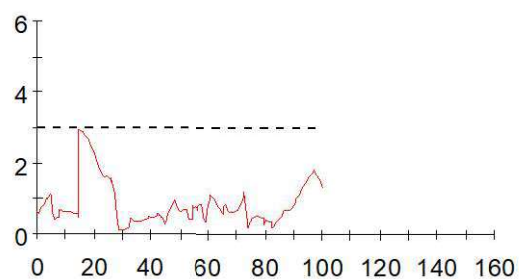

**Group V**

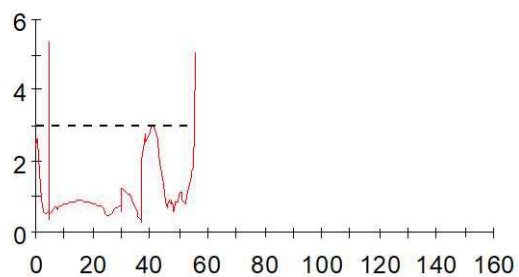

**Group VI**

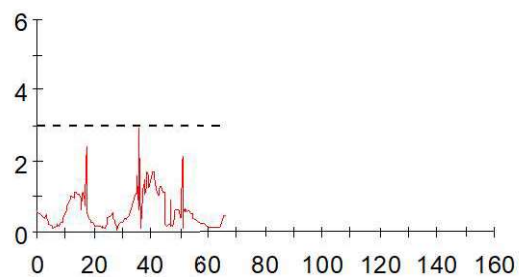

**Group VII**

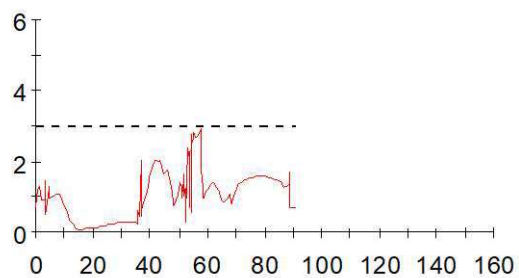

**Group VIII**

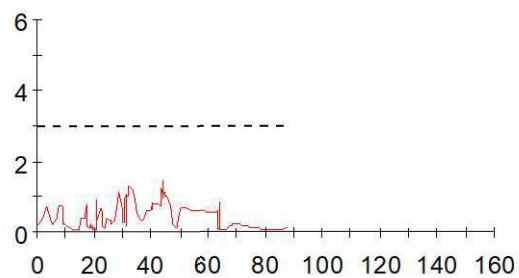

## eUnch865 - continued

Group IX

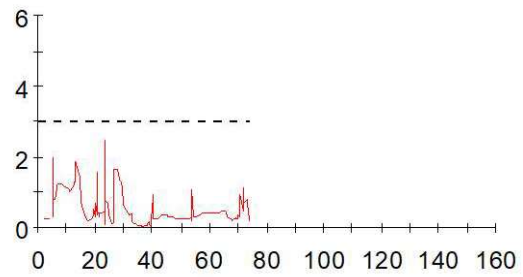

Group X

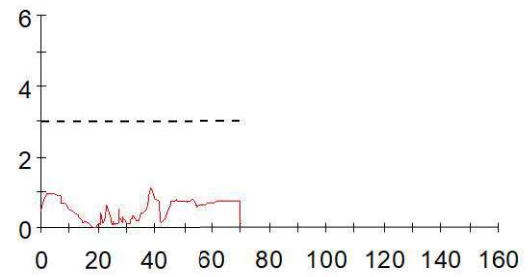

Group XI

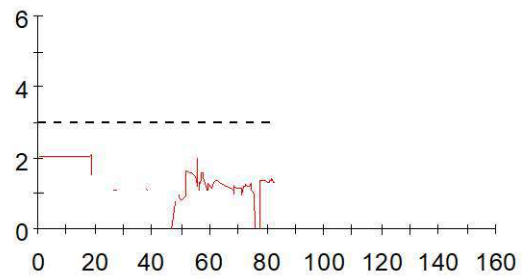

Group XII

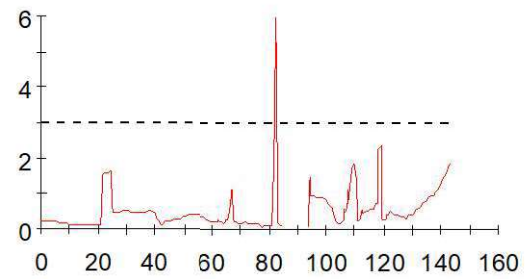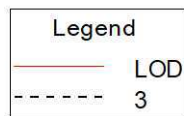

**Supplement:** Supplementary file 3 — Supplementary Information 3.

How the deposited data were processed for this re-analysis (not part of the article)

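RNA-seq was done on pooled tuber RNA of potato plants of contrasting TSC and *AGPaseS-a* expression, with 4 bulks (H1, H2, L1 and L2) of 6 plants and 2 replicate libraries (A and B) per bulk. Each library was assigned to its bulk from the sample labels, the paper's methods and the footnote of the paper's Supplementary Table S2. The authors deposited 1 table of counts for all libraries and, for each of H1/L1 and H2/L2, tables of the upregulated and the downregulated genes. They made the counts from trimmed paired-end reads (Trimmomatic) aligned with TopHat to the potato assembly SolTub_3.0 and counted per gene with HTSeq, and they deposited these counts without normalization. In the tables of the comparisons, the authors give a fold change of the low-TSC over the high-TSC bulk, which is a ratio estimated with the DESeq package named in the methods. They also give its log2 value as deposited by the authors, and the p-value and FDR that the authors computed for each gene. A further column of the authors' tables is a score with no fixed range, the standard error of the log2 fold change. The version and settings of DESeq are not given in the sources used here. The counts repeated in the authors' comparison tables were compared with the table of all libraries, and 192484 of 192484 values were equal. The table of all libraries also holds 2 columns whose names match none of the samples, and these columns were not used.

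The counts on genes summed to between 15293539 and 31943185 per library, with a median of 27544687. Genes with low counts were removed with filterByExpr, which left 20389 of 32768 genes. Counts were scaled with TMM factors and tested with the quasi-likelihood test (glmQLFit and glmQLFTest) of edgeR 4.0.16 in R 4.3.3, with 1 mean per bulk and all 8 libraries in the fit. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an FDR under 0.05 and an absolute log2 fold change of at least 1.5. The contrasts were H1/L1 (L1 minus H1), H2/L2 (L2 minus H2), H/L (the mean of L1 and L2 minus the mean of H1 and H2), the interaction (the change in H1/L1 minus the change in H2/L2) and high/low *AGPaseS-a* (the mean of H1 and L1 minus the mean of H2 and L2). The last 3 contrasts are not in the paper. For correlations and principal components, 2 was added to the CPM before the log2 was taken. With 2 libraries per bulk, the fit has few residual degrees of freedom, and the precision of each value is given by its standard error.

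The text names the 15 genes of Table 1, the genes annotated as AGPase, those annotated as alpha tubulin (as a range where more than 3 were tested), in each contrast up to 3 called genes per direction with the largest change and no overlap between the groups of libraries, and called genes that neighbour each other. The values of Table 1 and the top of Supplementary Table S3 had been seen when this rule was written. Genes outside the rule are named as chosen after their values were seen. Gene lists were defined by words in the product names of the annotation (starch synthesis, starch breakdown, sucrose cleavage, patatins, proteinase inhibitors and seed storage globulins) and tested with camera at a preset correlation of 0.01 between genes, in limma 3.58.1. Pairs of called genes with starts within 100 kb on a scaffold were counted and compared with 10000 random draws of as many tested genes. Gene positions are those of the annotation of SolTub_3.0, the assembly the authors used.

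The alternatives tried were DESeq2 1.42.0 without and with a normal prior on the fold changes, the 4 libraries of a comparison only, RLE size factors, library totals, no filter on low counts, a filter of at least 50 counts in every library of a bulk, the replicate letter as a block, each library left out in turn, a linear fold change of 1.5, unadjusted p-values, fry and an estimated correlation for the gene lists, and other windows for neighbouring genes. The comparisons, thresholds, lists, rule for naming genes and these alternatives were fixed before the data were examined. A further 3 alternatives were added later and are named as such. Leaving out a library leaves its bulk with 1 library, which is then assumed to vary like the other bulks.

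The procedure was tested on simulated data drawn from the means and totals of these libraries, with 200 changed genes among 20389. In H2/L2, edgeR called 117 of the changed genes (58.5%) and 2 unchanged genes, and DESeq2 called 145 (72.5%) and 51 unchanged genes. All changed genes that were called had the right sign. The RT-qPCR, the genetic mapping and the eQTL data of the paper were not analysed here.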

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

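Chosen only after the results had been seen were the tests of an exchange of labels between H1 replicate A and H2 replicate B or A, of the other genes the authors called, of single libraries for the changes of *PGCRURSE5*, *WAT1* and *IRL* in H2/L2, of the other splits for the interaction and for the 1 gene called in high/low *AGPaseS-a*, of single libraries and neighbouring genes for LOC102600338, and of the genes around *AGPS1*.

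H1 replicate A lay far from the other libraries in the percent of read pairs counted on genes, at 47.8% against 71.0 to 79.5%. The gap to the nearest library was 0.733 of the whole range, above Dixon's 95% critical value of 0.53 for 8 libraries. Chance puts about 1 in 20 groups above that value, and 7 measures were tested. In the other 6, H1 replicate A was also the highest or the lowest library, with gaps of 0.216 to 0.43 of the range, below the critical value. Its median Spearman correlation with the other libraries was 0.9271, against 0.9464 (H2 replicate B) to 0.972 for the others. Lower depth is argued against, since the median was 0.9267 after all libraries had been thinned to 15293539 counts, where the others lay between 0.9449 and 0.9705. Plastid genes were at 343 CPM in this library, 241 CPM in H2 replicate B and 41.1 to 76.5 CPM in the others. Plastid and mitochondrial transcripts alone were not put to a test by leaving out the 16 organelle genes, since so few of 20389 genes barely move a rank correlation (0.9274 without them). An exchange of labels with H2 replicate B would leave a replicate correlation of 0.9368 in 1 bulk, lower than the 0.941 of H1 as labelled and below the 0.982 and 0.983 of L1 and L2. An exchange with H2 replicate A would raise the replicate correlations to 0.9789 and 0.9676. It is argued against by the 200 tested genes with the largest difference between L1 and L2 and no overlap of their libraries, a choice that uses no library of H1 or H2. Their log2 ratio of L1 over L2 had a Spearman correlation of 0.189 with that of H1 replicate A over H2 replicate A, where an exchange would make it negative and 95% of permutations of the genes lay below 0.114. It was 0.442 for H1 over H2 in replicates B and 0.484 for H1 replicate A over H2 replicate B. These genes are not independent of each other, so the permutations are only a rough guide. What also stays open is a loss of long transcripts. The Spearman correlation across genes between the log2 ratio of replicate A over B and genomic gene length was -0.249 in H1, where the median log2 ratio was 0.14 in the shortest and -0.30 in the longest of 5 equal groups of genes by length. It was 0.231 in H2, 0.025 in L1 and -0.017 in L2, so H2 replicate B may share the bias of H1 replicate A. Such a bias could come from the RNA or from the library preparation, for which no batches are given. A wrong label that involves a library of L1 or L2, reads from another tissue or organism, and a difference between the plants pooled in the replicates were not tested.

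For 6 of the 15 genes of Table 1 the change in H1/L1 differed from the change in H2/L2, by the interaction test of edgeR adjusted over the 15 genes by the Benjamini-Hochberg method. The differences on the log2 scale were 4.55 for *PGCRURSE5* (standard error 0.975, adjusted p 0.011), 3.77 for *WAT1* (1.08, 0.0232), -1.99 for *9-DES* (0.514, 0.0221), -4.04 for *Unch835* (1.27, 0.0306), -3.67 for *IRL* (0.633, 0.00533) and 2.28 for *ECERIFERUM 3-like* (0.628, 0.0232). Over all tested genes the FDR of each of the 6 was 1 in edgeR, which called 0 genes for the interaction, with 321 at an unadjusted p under 0.05. DESeq2 called 6 genes over all, and gave an FDR of 0.00633 for *PGCRURSE5* and 0.00167 for *IRL*. For *PGCRURSE5* the FDR over the alternatives ran from 0.00633 to 1 and for *IRL* from 0.0015 to 1. With all libraries, these genes and *WAT1* had opposite signs in the comparisons. On the log2 scale *PGCRURSE5* rose by 2.74 and fell by 1.81, and the log2FCs of *WAT1* were 2.41 and -1.36 and those of *IRL* -2.30 and 1.37. The falls of *PGCRURSE5* and *WAT1* in H2/L2 rested on H2 replicate A. *PGCRURSE5* was at 55.6 and 12.4 CPM in H2 replicates A and B and at 9.58 and 9.79 CPM in L2, and its log2FC in H2/L2 was -0.35 without H2 replicate A. *WAT1* was at 31.9 and 4.25 CPM in H2 and at 8.14 and 5.94 CPM in L2, and its log2FC was 0.73 without H2 replicate A. An opposite direction is therefore not shown for these genes beyond that library. For *IRL* the log2FC in H2/L2 was 1.37 with all libraries, and the value nearest to 0 was 0.86 (without L2 replicate A). The sign of its rise did not rest on 1 library, but its size depended on L2 replicate A. *9-DES* fell in both comparisons, and the log2FC in the other comparison was smaller than its standard error for *Unch835* (0.26) and *ECERIFERUM 3-like* (-0.08).

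With each library left out, all 6 differences, as distinct from the direction in H2/L2, kept their sign. That says little, because the genes were chosen for large changes without overlap of the libraries in 1 comparison. The estimates nearest to 0 were 3.09 for *PGCRURSE5* (without H2 replicate A), -3.16 for *IRL* (without L2 replicate A) and, among all 6 genes, 1.37 in size (*9-DES*, without L2 replicate A). The size depended on 1 library for *WAT1*, at 1.68 without H2 replicate A against 3.77 with all libraries. The same holds for *Unch835*, at -2.56 without H1 replicate B against -4.04. The scaling of the libraries was not put to a test by RLE size factors and library totals, which moved the interaction of all genes by a median of only -0.01 and 0.02 (estimates nearest to 0 of 4.55 for *PGCRURSE5* and -3.63 for *IRL*). A segment that carries the neighbouring genes with it stays open. For the tested genes within 500 kb, the median absolute interaction was 0.46 for *PGCRURSE5* (69 genes) and 0.45 for *IRL* (80 genes), at the 92.1 and 90.8 percentile of windows of as many neighbouring genes, which is raised but under the 95th percentile (0.497 and 0.491) and decides neither way. The choice of the genes in 1 comparison stays open as a possible explanation. Of the 18 other genes that the authors called and did not list in Table 1, 4 (22.2%) had an interaction p as low as those of the 6, and the share of 6 of 15 (40%) was not shown to differ (Fisher's exact test, two-sided, p = 0.448). An earlier comparison, with 400 genes less strongly chosen by the authors' p-values (200 per comparison), had given 31 (7.8%). Chance among all genes stays open too, because the count of opposite changes cannot decide it. At an unadjusted p under 0.05 in both comparisons, 5 tested genes had opposite signs. Independent draws gave 13.5 on average (95% range 7 to 21). The comparisons are not independent, since 105 genes changed in the same direction, where draws gave 14.0 on average. Of the 6 genes, the count also includes only *PGCRURSE5* and *IRL*. With the libraries split as for the interaction, H1 and L2 against H2 and L1, 253 genes had an unadjusted p under 0.05, and 35 of the 35 splits of the libraries into 4 and 4 gave as many, so chance cannot be excluded for that number. Reads shared between *PGCRURSE5* and the neighbouring 12S seed storage gene LOC102600491 were not tested. That gene, chosen after its values were seen, had log2FCs of 1.41 in H1/L1 and -0.88 in H2/L2 (0.04 without H2 replicate A). A biological difference between the *AGPaseS-a* classes, or between the plants of the bulks, stays open and untested.

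In high/low *AGPaseS-a*, a contrast the paper does not make, edgeR called 1 gene, LOC102600338, an uncharacterized gene on scaffold NW_006239476.1 (289749 to 292472) that the paper does not discuss. Its log2 fold change was 3.31 (standard error 0.254, FDR 0.0172 by edgeR). It was at 12.2 and 18.8 CPM in H1 and at 21.1 and 18.6 CPM in L1, against 2.13 and 1.76 CPM in H2 and 1.65 and 1.58 CPM in L2, so that all 4 libraries of one class were above all 4 of the other. The FDR over the alternatives ran from 1.87e-28 (DESeq2 with shrunken fold changes) to 0.399 (edgeR, without L2 replicate B), with 0.0764 for library totals and 0.127 for the letters as a block. It was under 0.05 without H1 replicate A (0.0165) or H1 replicate B (0.0364) and above it without H2 replicate A (0.196), H2 replicate B (0.174), L1 replicate A (0.161), L1 replicate B (0.173) or L2 replicate A (0.39). That 1 library decides the change is argued against, since the log2 fold change was 3.13 or more with each library left out. Other splits of the 8 libraries into 4 and 4 gave at least 1 called gene in 2 of 35 splits, the real one included, so chance cannot be excluded for the number of called genes.

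A candidate explanation for LOC102600338 is a segment that differs between the plants of the classes. The 26 tested genes within 500 kb had a median absolute log2 fold change of 0.49, at the 99.1 percentile of 10144 windows of as many genes. It was at the 89.0 percentile without H1 replicate B, at the 94.7 percentile without L1 replicate B and at the 97.6 to 99.5 percentile without any other library. Among these neighbours, chosen after their values were seen, LOC102594316 had a log2 fold change of 1.38 and LOC102603606 of -3.49. *9-DES* lies on the same scaffold and fell by 1.64 from low to high *AGPaseS-a* (standard error 0.261, FDR 0.418 by edgeR). The paper maps the markers of *9-DES* and *AGPaseS-a* to chromosome I, both inside the interval of the eQTL for *AGPaseS*. By that map, the scaffold of LOC102600338 is linked to *AGPaseS-a*, by whose expression the plants were chosen. The genotypes of the pooled plants were not examined, so a shared segment is not shown. A segment of chromosome I that reaches *PGCRURSE5*, chosen together with *AGPaseS-a*, was not seen in the 69 tested genes within 500 kb of *PGCRURSE5*. Their median was 0.22 (76.4 percentile), under the 95th percentile of windows (0.28). That does not exclude such a segment, as the value is above those of most windows. This reading was chosen after the value was seen. For the other genes of Table 1 with at least 5 tested neighbours, without *9-DES*, the percentile was 15.4 to 74.5. A segment around an AGPase gene that was chosen together with *AGPaseS-a* expression stays open. Near *AGPS1* the 27 tested genes within 500 kb had a median of 0.42, at the 98.3 percentile, and with 1 library left out at the 89.6 (without L1 replicate A) to 99.1 percentile, with 94.4 without H1 replicate A, 91.2 without H1 replicate B, 93.3 without H2 replicate A and 92.7 without H2 replicate B. Near LOC102577790, the small subunit gene, the 15 tested genes had a median of 0.14, at the 24.4 percentile, and LOC102600909 had only 1 tested gene within 500 kb. Whether *AGPS1* is the gene of the *AGPaseS-a* marker is not settled. The plants were chosen by *AGPaseS-a* expression, so a linked segment would be a biological difference, while sequence variants that change how reads align to the reference were not tested.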

How the results depend on the processing

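Chosen only after the results had been seen were the settings with the letters of H2 exchanged, with shrunken fold changes on 4 libraries without a filter, and with unadjusted p-values after pairs of the same product were left out.

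The number of DEGs depended on the tool, on shrinkage and on the p-value used. edgeR called 0 genes in H1/L1, H2/L2, H/L and the interaction (1168, 481, 1599 and 321 at an unadjusted p under 0.05) and 1 in high/low *AGPaseS-a* (639). DESeq2 called 37, 26, 67, 6 and 39 in the same order. DESeq2 with shrunken fold changes called 11, 9, 2, 3 and 3, and with the 4 libraries of the comparison only it called 23 in H1/L1 and 6 in H2/L2, or 26 and 11 without a filter. An unadjusted p under 0.05 with an absolute log2FC of at least 1.5 gave 457, 207, 346, 226 and 258 genes. edgeR without a filter called 1 gene in H1/L1 and 1 in H/L, *9-DES* in both. In high/low *AGPaseS-a* it called 0 with library totals (598 at an unadjusted p under 0.05) and 0 with the letters as a block (495). For H1/L1, H2/L2, H/L and the interaction, edgeR with RLE size factors, library totals, the strict filter, the letters as a block, a linear fold change of 1.5 and each library left out called 0, as did edgeR on 4 libraries only for H1/L1 and H2/L2. With 1 library left out, high/low *AGPaseS-a* ranged from 0 to 1 called gene and was 1 only without H1 replicate A or H1 replicate B. The cause was not tested for any of these changes, except that an unadjusted p is a looser threshold by construction. With 1 library left out, the number of genes at an unadjusted p under 0.05 was 789 to 5114 in H/L, 191 to 2230 in the interaction and 400 to 2465 in high/low *AGPaseS-a*, each highest without H1 replicate B, and in H/L it was 3244 without H2 replicate A.

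No gene was called in both H1/L1 and H2/L2 by edgeR under any of its settings with adjusted p-values. That says nothing on shared genes, because edgeR called no gene in H2/L2 under any of these settings. DESeq2 called 2 in both, with shrunken fold changes 1, with shrunken fold changes on 4 libraries without a filter 1, and the unadjusted p gave 30. The Pearson correlation of the log2FCs of both comparisons was 0.28. It was 0.423 with shrunken fold changes, 0.446 with shrunken fold changes on 4 libraries and 0.432 without a filter there, 0.126 in edgeR without a filter, 0.439 with the strict filter, and 0.109 to 0.251 with 1 library left out (0.109 without H2 replicate B and 0.153 without H1 replicate A). It was positive in every setting, and the cause of these shifts was not tested.

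Of the 15 genes of Table 1, edgeR called 0 (15 at an unadjusted p under 0.05), DESeq2 8, DESeq2 with shrunken fold changes 7, the same on 4 libraries 10 and without a filter 15, edgeR without a filter 1, and the unadjusted p with the fold change 15. The cause was not tested. Each of the 15 kept the sign of its log2FC in its own comparison under every alternative that gave a value. With 1 library left out this says little, because the libraries of the bulks did not overlap for any of the 15 genes. The strict filter removed *Unch835* and gave no value for it. The 3 tested AGPase genes stayed uncalled in every setting run for them. Their log2 fold changes in high/low *AGPaseS-a* ranged, with 1 library left out, from -0.04 to 0.52 for *AGPS1*, from -0.46 to 0.06 for LOC102577790 and from -0.39 to 0.08 for LOC102600909, and the cause of the changes of sign was not tested.

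Of the 18 tests of gene lists, camera gave 6 with an adjusted p under 0.05, and fry and camera with an estimated correlation gave 0, with 2 unadjusted p-values under 0.05 each. Camera gave 5 or 6 with the other fits and 3 to 7 with 1 library left out (3 without H1 replicate B). The estimated correlation allows for genes of a list that vary together, and for fry the cause was not tested. In what follows, the values are unadjusted p-values of limma's tests across the genes of a list and not of an exact test. Changes of direction were found for lists whose adjusted p was above 0.05, namely for seed storage globulins in H/L with fry (0.944), no filter (0.557), the strict filter (0.543), DESeq2 (0.967) and shrunken fold changes (0.886), and in H2/L2 with no filter (0.55). With 1 library left out, directions changed in seed storage globulins, from 0.348 to 0.967 in H1/L1 (reversed without H1 replicate A or L1 replicate B), from 0.00276 to 0.696 in H2/L2 (without H2 replicate A) and from 0.287 to 0.999 in H/L (without H2 replicate A or L1 replicate A). They also changed in starch synthesis, from 0.0845 to 0.791 in H1/L1 (without H1 replicate A), from 0.0101 to 0.916 in H2/L2 (without H2 replicate B or L2 replicate A) and from 0.0203 to 0.719 in H/L (without H2 replicate B), and in H2/L2 in starch breakdown (0.073 to 0.597) and sucrose cleavage (0.139 to 0.616), both without H2 replicate B. In H2/L2, seed storage globulins passed the threshold without H2 replicate B (adjusted p 0.00709 by camera with Benjamini-Hochberg adjustment) and starch synthesis without H2 replicate A (0.0363), where the range over the alternatives was up to 0.836 and 0.97, both without L2 replicate A. The cause was not tested.

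Neighbouring pairs of called genes cannot be counted where edgeR called 0 or 1 gene, so the windows of 25 and 500 kb and the exclusion of same products say nothing on stability in those comparisons. In H1/L1 there were 3 pairs with DESeq2 (p = 0.0057, one-sided permutation test of the gene labels with 10000 draws, as for the values that follow), 1 with shrunken fold changes (0.0298), 3 with shrunken fold changes on 4 libraries (0.0007), 3 without a filter there (0.001), 68 with the unadjusted p (0.0648) and 59 of these without same products (0.304). In H2/L2 the unadjusted p gave 19 pairs (0.0281) and 15 without same products (0.159), and DESeq2 gave 0. In H/L there was 1 pair with DESeq2 (0.695), 50 with the unadjusted p (0.0038) and 43 without same products (0.0363). The cause of these shifts was not tested beyond the removal of same products.

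The letters A and B were used as a block once. The deviations of replicate A from its bulk correlated between bulks at -0.536 (H1 with H2) to 0.196 (H1 with L1), so the letters do not pair the libraries. With the block, patatins in H2/L2 had an adjusted p of 0.066 by camera with Benjamini-Hochberg adjustment. With the letters of H2 exchanged, edgeR called 3 genes in H/L (*9-DES*, *PI-2* and LOC102581269, the last chosen after its values were seen) and 1 in high/low *AGPaseS-a*.

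The alternatives other than leaving 1 library out include the fits on the 4 libraries of a comparison. Over these alternatives, 311 of the values for single genes and gene lists stayed on the same side of their threshold with the same direction. A further 49 passed it, 16 no longer passed it and 6 changed direction. With 1 library left out the numbers were 289, 2, 15 and 14. Depth limits the AGPase genes LOC102582750 and LOC102598180, which had at most 7 and 3 counts in any library.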

Differences from the paper's values

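For H1/L1 the paper gives 10 upregulated and 13 downregulated genes, and edgeR on the 8 libraries called 0 in either direction, with 1168 genes at an unadjusted p under 0.05. Among the alternatives fixed before the data were examined, DESeq2 with shrunken fold changes on the 4 libraries of the comparison gave 10 and 13. DESeq2 with shrunken fold changes on 8 libraries called 9 downregulated genes, which is within 1.5 times the paper's number, and 2 upregulated genes, which is not. The other alternatives differed in both directions, among them DESeq2 without shrinkage (16 and 21), edgeR without a filter on low counts (0 and 1) and an unadjusted p under 0.05 with an absolute log2FC of at least 1.5 (211 and 246).

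For H2/L2 the paper gives 4 upregulated and 7 downregulated genes, and edgeR called 0 in either direction, with 481 genes at an unadjusted p under 0.05. Of the alternatives fixed before the data were examined, DESeq2 with shrunken fold changes on 8 libraries gave 4 and 5, both within 1.5 times the paper's numbers. DESeq2 without shrinkage (9 and 17), DESeq2 with shrunken fold changes on the 4 libraries of the comparison (2 and 4) and the unadjusted p (97 and 110) differed in both directions, as did the other alternatives, which called 0 genes. A setting chosen after the values had been seen, DESeq2 with shrunken fold changes on the 4 libraries of the comparison without a filter on low counts, gave 4 and 7 in H2/L2 and 10 and 16 in H1/L1, and dropped 0 of the 11 and 0 of the 23 genes the authors called. Over all genes of the authors' deposited tables, the deposited log2 fold changes and those of that setting had a Pearson correlation of 1.0 and a median absolute difference of 0.0001 in H1/L1 and 0.0 in H2/L2. For the edgeR values the correlation was 0.755 and 0.729.

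Of the 15 log2FCs of the paper's Table 1, 11 differed from those of edgeR by more than the standard error. In H1/L1 these were *R1B-23* (2.08 in the paper, 3.91 here), *ANR* (1.86 in the paper, 3.47 here) and, as decreases in L1, *9-DES* (a decrease of 3.32 in the paper, 3.90 here), *Unch835* (1.90 in the paper, 3.79 here) and *IRL* (1.81 in the paper, 2.30 here). In H2/L2 these were *SWEET12-like* (1.54 in the paper, 3.70 here), *Unch865* (1.53 in the paper, 2.54 here) and, as decreases in L2, *Unch838* (a decrease of 1.85 in the paper, 3.69 here), *GST* (1.58 in the paper, 3.02 here), *PI-2* (1.55 in the paper, 2.88 here) and *ECERIFERUM 3-like* (1.53 in the paper, 2.35 here). All 15 values have the sign of Table 1 and all are larger in size here. The deposited values nearly equal those of a setting with shrunken fold changes, and the edgeR values are not shrunken. The sizes are therefore unlike measures, and the larger ones here are no sign of larger changes. Among the alternatives fixed before the data were examined, DESeq2 with shrunken fold changes on the 4 libraries of the comparison gave 0 of the 15 beyond the error. With DESeq2 with shrunken fold changes on 8 libraries the number was 9, and the values of *Unch835*, *IRL*, *Unch865*, *GST* and *ECERIFERUM 3-like* were within the error. With library totals and with the letters as a block it was 10 and the value of *IRL* was within the error. For the other settings that used every library it was 11 (DESeq2 without shrinkage), 12 (RLE size factors), 13 (no filter) and 10 of the 14 genes left by the strict filter. With edgeR on the 4 libraries of the comparison it was 14. With 1 library left out it was 10 to 12. In these settings, each of the 11 genes except *SWEET12-like* and *Unch865* came within the error in at least 1 case. These were *R1B-23* (without H1 replicate A, H1 replicate B or L1 replicate B), *ANR* (without H1 replicate B or L1 replicate B), *9-DES* (without L1 replicate A), *Unch835* (without H1 replicate B), *IRL* (without H1 replicate B or L1 replicate A), *Unch838* (without H2 replicate B or L2 replicate A), *GST* (without H2 replicate A), *PI-2* (without H2 replicate B or L2 replicate B) and *ECERIFERUM 3-like* (without H2 replicate A).

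The paper calls all 15 genes of Table 1 DEGs, and edgeR on the 8 libraries called 0 of them. Called were 8 by DESeq2 without shrinkage, 7 by DESeq2 with shrunken fold changes, 10 by that method on the 4 libraries of the comparison, 15 by the setting without a filter that was chosen after the values had been seen, and 1 (*9-DES*) by edgeR without a filter. At an unadjusted p under 0.05 with an absolute log2FC of at least 1.5, 15 passed.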

Other observations

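Chosen only after the results had been seen was 1 of the tests below, the division of the splits by the sides of H1 replicate A and H2 replicate B.

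In H/L, a contrast the paper does not make, edgeR called 0 genes, with 1599 at an unadjusted p under 0.05, and DESeq2 called 67. The lowest FDR was that of *9-DES* (log2FC -2.90, standard error 0.273, FDR 0.084 by edgeR). All 4 low-TSC libraries were below all 4 high-TSC libraries, at 9.88, 10.4, 85 and 40.9 CPM against 162, 140, 274 and 198 CPM. The FDR over the alternatives ran from 1.04e-20 (DESeq2) to 0.752 (without L1 replicate B). That 1 library decides the change is argued against, as the log2FC nearest to 0 with 1 library left out was -2.69 (without L2 replicate B). A segment that carries the neighbouring genes with it was not seen in H/L, where the 26 tested genes within 500 kb had a median absolute log2FC of 0.22, at the 12.0 percentile of windows of as many genes. That does not exclude it, as *9-DES* starts at position 196 of its scaffold and only the genes on 1 side of it were seen. Sequence variants against the reference were not tested, and a biological difference that goes with TSC stays open and untested.

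When the 8 libraries were fitted as 4 against 4, without a mean per bulk, the high-TSC and low-TSC libraries differed in 2050 genes at an unadjusted p under 0.05. Of the 35 splits into 4 and 4, 2 gave as many, the real one included, so chance cannot be excluded at 5%. The splits gave 253 to 2484 genes, with a median of 573. In 15 splits H1 replicate A and H2 replicate B were on one side, as in H/L, and these gave 737 to 2484 genes (median 1528). In the other 20 splits they gave 253 to 678 (median 351). The number in H/L may therefore owe much to these libraries. The split by *AGPaseS-a* class gave 602 genes, and 17 of the 35 splits gave as many, so chance cannot be excluded there either.

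Gene lists were tested with limma's camera over 3 contrasts (H1/L1, H2/L2 and H/L, in this order below), and p-values were adjusted over the 18 tests by the Benjamini-Hochberg method. Camera placed patatins (20 genes) lower in low TSC than the other genes, with adjusted p-values of 0.00184, 0.0443 and 0.0015. The medians of their log2FCs were -0.63, -0.02 and -0.45, and 5, 10 and 4 genes were higher. In H2/L2 the median was near 0, so the list as a whole was not lower there. Proteinase inhibitors (41 genes) were lower, with adjusted p-values by camera of 0.00336, 4.78e-09 and 2.36e-07. Their medians were -0.41, -0.43 and -0.39, and 11, 5 and 6 genes were higher. *Pat3-k1* and *PI-2* of Table 1 are members of these lists and were picked from the same libraries. The adjusted p-values of the other lists were above 0.05 in all 3 contrasts. They were 0.112, 0.386 and 0.12 for starch breakdown (19 genes, tested as higher, medians 0.30, 0.18 and 0.26), 0.347, 0.452 and 0.347 for starch synthesis (14 genes), 0.435, 0.452 and 0.389 for sucrose cleavage (15 genes) and 0.778, 0.505 and 0.883 for seed storage globulins (11 genes). With library totals the median log2FC of all genes moved by 0.13, 0.11 and 0.12, and with RLE size factors by -0.02, -0.01 and -0.02. Camera compares a list with the other genes, and it gave patatins and proteinase inhibitors as lower in all 3 contrasts under both, although the median of the patatins in H2/L2 was 0.09 with library totals.

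That 1 library decides stays open for the proteinase inhibitors in H1/L1, where the unadjusted p of limma's camera rose to 0.1096 without H1 replicate A (adjusted 0.329). In H2/L2 and H/L the adjusted p was at most 0.00571 and 0.00367, both without H2 replicate A. For patatins the adjusted p was 0.119 in H1/L1 without H1 replicate B. In H2/L2 it was 0.647 without H2 replicate A, 0.137 without L2 replicate B, 0.0839 without L2 replicate A or H1 replicate B and 0.0776 without H1 replicate A, and in H/L it was 0.0893 without H2 replicate A and 0.0746 without H1 replicate B. With fry the adjusted p-values were 0.233, 0.584 and 0.233 for patatins and 0.233, 0.104 and 0.104 for proteinase inhibitors, and with an estimated correlation in camera the lowest over all lists was 0.118. Genes of these families that vary together could therefore explain part of the low p-values of camera. Reads shared between members of a family, and a difference between H1/L1 and H2/L2 in these lists, were not tested, and a biological difference that goes with TSC stays open.

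*R1B-23* and *ANR*, on 1 scaffold, varied together between the replicates of H2, at 7.76 and 0.0859 CPM for *R1B-23* and 10.9 and 0.387 CPM for *ANR* in A and B. Both were lower in A than in B in L1 (3.98 and 8.18 CPM, 6.33 and 13.3 CPM) and in L2 (3.7 and 7.21 CPM, 5.17 and 10.1 CPM), and they went opposite ways in H1 (0.318 and 0.467 CPM, 1.59 and 0.28 CPM). Among the 200 genes with the largest difference between replicates A and B, pairs with different products and starts within 100 kb numbered 18 in H1, 19 in H2, 24 in L1 and 22 in L2, where draws matched on expression had a median of 11 and a 95th percentile of 17 (one-sided permutation test of the gene labels, p = 0.0417, 0.0236, 0.0014 and 0.003). The starts of *R1B-23* (1334281) and *ANR* (827036) are further apart than this window, and all 4 bulks had more pairs than the draws, so these counts, 19 in H2 included, say nothing on that pair. Whether the replicate pools held plants with different segments cannot be told apart from neighbouring genes that are regulated together, and no biological explanation was tested.

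The 3 neighbouring pairs that DESeq2 called in H1/L1 join *Unch835*, LOC102604170 and LOC102604506 on scaffold NW_006239536.1, with log2FCs by edgeR of -3.79, -2.58 and -2.99 and an FDR of 0.789 for each. In H2/L2 their log2FCs were 0.26, 0.01 and 0.18. In H/L the only pair that DESeq2 called was of histone H4 genes, LOC102604694 and LOC102605372.

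The 5 genes with an unadjusted p under 0.05 in both comparisons and opposite signs were *PGCRURSE5* (a rise by 2.74, then it fell by 1.81, or by 0.35 without H2 replicate A), *IRL* (-2.30 and 1.37, or 0.86 without L2 replicate A) and, chosen after their values were seen, LOC102600692 (-4.81, or -8.72 without L1 replicate B, and 6.40, or 3.76 without L2 replicate B), LOC102602364 (2.32 and -4.03) and LOC107057656 (1.39 and -1.15, or -0.54 without H2 replicate B), with the log2FCs of H1/L1 and H2/L2 in this order. LOC102600692 was at 0 CPM in both H2 libraries and in 1 L1 library, so its fitted values are no bounds. In the same direction there were 105 genes, where draws that treat the comparisons as independent gave 14.0 (95% range 7 to 22).

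The 4 tested alpha tubulin genes were at 0.878 to 792 CPM over the libraries. Over the 5 contrasts their log2 fold changes lay between -2.23 and 0.75, with a lowest FDR of 0.623 from edgeR.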
